# Transcriptomic and Physiological Variations of Three Arabidopsis Ecotypes in Response to Salt Stress

**DOI:** 10.1371/journal.pone.0069036

**Published:** 2013-07-23

**Authors:** Yanping Wang, Li Yang, Zhimin Zheng, Rebecca Grumet, Wayne Loescher, Jian-Kang Zhu, Pingfang Yang, Yuanlei Hu, Zhulong Chan

## Abstract

Salt stress is one of the major abiotic stresses in agriculture worldwide. Analysis of natural genetic variation in Arabidopsis is an effective approach to characterize candidate salt responsive genes. Differences in salt tolerance of three Arabidopsis ecotypes were compared in this study based on their responses to salt treatments at two developmental stages: seed germination and later growth. The Sha ecotype had higher germination rates, longer roots and less accumulation of superoxide radical and hydrogen peroxide than the Ler and Col ecotypes after short term salt treatment. With long term salt treatment, Sha exhibited higher survival rates and lower electrolyte leakage. Transcriptome analysis revealed that many genes involved in cell wall, photosynthesis, and redox were mainly down-regulated by salinity effects, while transposable element genes, microRNA and biotic stress related genes were significantly changed in comparisons of Sha vs. Ler and Sha vs. Col. Several pathways involved in tricarboxylic acid cycle, hormone metabolism and development, and the Gene Ontology terms involved in response to stress and defense response were enriched after salt treatment, and between Sha and other two ecotypes. Collectively, these results suggest that the Sha ecotype is preconditioned to withstand abiotic stress. Further studies about detailed gene function are needed. These comparative transcriptomic and analytical results also provide insight into the complexity of salt stress tolerance mechanisms.

## Introduction

Salinity is an increasingly important agricultural problem. Salt stress involves a combination of dehydration or osmotic-related stress effects and damage due to excess sodium ions [1] that greatly affect plant growth and crop production. Salt stress treatment also regulated the expression level of many genes involved either directly or indirectly in plant protection [2], [3]. Plant adaptations to salt stress include avoidance by reduced sodium uptake, sequestration of toxic sodium ions away from the cytoplasm, or production of compatible solutes or osmoprotectants to reduce molecular disruption [4], [5]. Much effort has been directed toward understanding the molecular mechanisms of plant salt tolerance, with the ultimate goal of improving salt tolerance of crop plants. Engineered salt stress resistance has been achieved by over-expression of genes encoding compatible solutes [6], ion transporters [7], and transcription factors [8] and is a high priority for commercial and public improvement efforts.

Besides genomics and mutant approaches, research based on the analysis of natural genetic variation in Arabidopsis and other species is receiving increased attention [9], [10]. Recently, large-scale evaluation of salt tolerance among different Arabidopsis ecotypes was performed by several groups [11], [12], [13]. Several loci associated with the salt sensitivity response were also mapped [14], [15]. Elemental profiling of shoot tissue from Arabidopsis ecotypes also revealed different Na^+^ and K^+^ accumulation because of natural variants of *AtHKT1* gene [16], [17], indicating possible natural variation of salinity tolerance in Arabidopsis [18]. Global transcriptome analyses have revealed numerous differences in transcript abundance among Arabidopsis ecotypes in response to several abiotic and biotic stresses [19], [20], [21]. Indeed, thousands of genes are differentially expressed between pairs of different Arabidopsis ecotypes under stress conditions [22], [23]. These differentially expressed genes were enriched for those involved in biotic and abiotic responses, suggesting that natural variation for gene expression is frequently observed among different Arabidopsis ecotypes. However, different ecotypes can differ for a large number of genes that are differentially regulated upon the same treatment [24], [25].

The Shahdara ecotype (Sha; also referred to as Shakdara) has been considered to be more tolerant to drought stress [26], osmotic stress [27], [28] as well as salt stress and ABA treatment [14], [15], [29]. These results are consistent with its origin in a region of overall low precipitation (the Shakdara valley of Tadjikistan; [30]). Quantitative genetics studies using different Arabidopsis ecotypes revealed a large variation for root development and seed germination under salt stress conditions. Twenty two quantitative trait loci (QTL) for these traits have been detected by phenotyping two recombinant inbred line populations, Sha × Col and Sha × Ler [14]. Another study indicated that a premature stop codon resulting in a truncated Response to ABA and Salt 1 (RAS1) protein in Sha contributes to the increased salt tolerance [15] based on QTL mapping.

To date, transcriptomic and physiological level changes between Sha and other ecotypes under salt stress conditions remain to be elucidated. To narrow down the list of candidate genes differentially expressed among Arabidopsis ecotypes under stress conditions, one salt tolerant (Sha) and two relative salt susceptible ecotypes (Landsberg *erecta* (Ler) and Columbia-0 (Col)) were used in this study to characterize transcriptome changes after salt treatment. The aims of this study are: (1) to detect physiological changes of three ecotypes under salt stress conditions; (2) to characterize transcriptional variation among these three ecotypes in the presence and absence of salt; and (3) to interpret related pathways which are involved in salt tolerance of the Sha ecotype.

## Materials and Methods

### Plant materials and growth conditions

Three *Arabidopsis thaliana* ecotypes Shakdara (Sha), Landsberg *erecta* (Ler) and Columbia-0 (Col) were used in this study. Arabidopsis seeds were surface sterilized and sown on Murashige and Skoog (MS) agar plates containing full-strength MS salts, 0.8% (w/v) agar, and 3% (w/v) sucrose. The seeds were stratified at 4°C for 4 days in darkness and then transferred to a growth chamber with 16 h/8 h light (350 μmol m^−2^s^−1^)/dark cycle at 23°C, or the seeds were directly sown in soil after stratification under the same conditions.

### Salt tolerance test

The standard for measuring germination rates was percent of seeds with emerged radicles (>1 mm) and/or two cotyledons turning green, as described by Wang *et al*. [31]. The root elongation data was quantified as described by Verslues *et al*. [32]. Salt treatment in soil-grown plants was initiated at 14 Days After Sowing (DAS) as described by Chan *et al*. [2]. Each ecotype-treatment combination included five replicate pots with nine plants per replicate pot. The NaCl concentrations were increased stepwise to the final concentrations (0, 100, 150, or 200 mM) by 50 mM every 2 days. Nine plants were grown in each pot and four replicated pots were used for each ecotype and salt treatment combination in above mentioned growth chamber. All the above experiments were repeated at least three times.

### Measurement of electrolyte leakage

Electrolyte leakage was determined from the detached aerial parts of salt-stressed plants with the indicated NaCl concentrations at the 10^th^ day after salt-treatment initiation. The detached plants (n = 10) were individually placed in 50 ml tubes containing 15 ml ddH_2_O and gently shaken for 2 h. Plants in tubes were then boiled at 100°C for 40 min. When plants were cooled to room temperature, the percentage of electrolyte leakage was determined as the percentage of the conductivity before and after boiling of the detached plants.

### Determination of reactive oxygen species (ROS) levels and enzyme activities

Superoxide radical and hydrogen peroxide (H_2_O_2_) were detected as described previously by NBT (Sigma-Aldrich) and DAB staining (Sigma-Aldrich), respectively [33]. Quantification of H_2_O_2_ content was determined using the method described by Hu *et* *al*. [34]. Two-week-old plants grown in soil were treated with 0, 100, 150 or 200 mM NaCl as described above. After 10 days, whole plants (0.2 g, FW) were ground in liquid nitrogen to extract total proteins and suspended in 500 µl PBS buffer (50 mM, pH 7.5), and then centrifuged at 12000 rpm at 4°C for 15 min. The supernatant was recovered and immediately used for enzyme activity measurement. Superoxide dismutase (SOD) activity was determined using the WST (2-(4-iodophenyl)-3-(4-nitrophenyl)-5-(2,4-disulfophenyl)-2H-tetrazolium, monosodium salt assay) method as described by Ukeda *et* *al.* [35]. One unit SOD was defined as the amount of enzyme required to inhibit reduction rate of WST-1 by 50%. The activity of catalase (CAT) was analyzed as described by Aebi [36]. One unit of CAT activity was defined as the amount of enzyme necessary to catalize 1 µmol H_2_O_2_ in 1 min at 25°C (pH 7.0). The absorbance of reaction buffer was analyzed at 520 nm. Experiments were repeated two times.

### Plant growth and salt treatment for microarray experiment

Seeds of three ecotypes were sown in MS plates as described above with three replicates for each ecotype and salt combination. Ten days after sowing, uniform seedlings of all ecotypes were carefully transferred to MS plates with or without 100 mM NaCl. Seedlings in MS plates without salt were used as controls. Plant materials were collected for RNA extraction 4 days after transferring at 2 h after dawn (the onset of illumination).

### RNA extraction and array hybridization

Total RNA was extracted and purified from leaves of at least 30 seedlings per plate for each ecotype and salt combination using QIAGEN-RNeasy Mini Kit (Qiagen, Valencia, CA, USA) according to guidelines specified by the manufacturer. Two biological replicates were prepared for each combination. Microarray analysis was performed using Agilent-021169 Arabidopsis 4 Oligo Microarray (V4) (Probe Name version). In total 150 ng of total RNA was used to prepare Cyanine-3 (Cy3) labeled probe with the help of the low RNA input linear amplification/labeling kit (Agilent technologies). Labeled cRNA probes (1.65 µg) were fragmented using fragmentation buffer (Agilent Technologies) and hybridized to the Arabidopsis arrays according to manufacturer’s instructions.

### Microarray data analysis

The arrays were scanned using the high resolution array scanner (Agilent technologies). Array images were acquired with Agilent's dual-laser microarray scanner and signal intensities were extracted from the scanned images with dedicated Agilent Feature Extraction software (Agilent technologies). GeneSpring software (Agilent technologies) was used to calculate the intensity ratios and fold changes. All the genes with a *P*-value below 0.01 and a fold change above 2 were chosen for further analysis. The normalized microarray data have been submitted to the Gene Expression Omnibus (GEO) database with accession number (GSE40940). Genes significantly changed by at least one comparison (*p*-value ≤0.05 and fold change >2.0) are listed in Table S1.

### Biological enrichment and metabolic pathway analysis

All genes with P-value <0.01 and fold change >2.0 were loaded and annotated in the Classification SuperViewer Tool (http://bar.utoronto.ca/ntools/cgi-bin/ntools_classification_superviewer.cgi) [37]. MapMan was used as the classification source to assign functional categories for each gene [38]. For GO term enrichment analysis, all genes with *P*-value <0.01 and fold change >2.0 were loaded in “Term enrichment” using AmiGO software (http://amigo.geneontology.org) [39]. Normalized frequency (NF) of each functional category was calculated as following: NF  =  sample frequency of each category in this experiment/background frequency of each category in the Arabidopsis genome.

### Cluster analysis

The data sets of specific genes were imported into the CLUSTER program [40], http://bonsai.ims.u-tokyo.ac.jp/~mdehoon/software/cluster/). Hierarchical cluster analysis was performed using an uncentered matrix and complete linkage method. Resulting tree figures were displayed using the software package, Java Treeview (http://jtreeview.sourceforge.net/).

## Results

### Effects of salt stress on seed germination of three ecotypes

On the fifth Day After Germination (DAG), the Sha ecotype exhibited less injury than Col and Ler in the presence of 150 mM NaCl (Figure 1A). More than half of the Sha seeds (51.3%) developed a radicle even in the presence of 200 mM NaCl at 3 DAG and 86% of the seeds developed green cotyledons at 5 DAG in the presence of 150 mM NaCl, while less than 13% and 3% of other two ecotypes (Col and Ler) seeds developed radicle and green cotyledons, respectively (Figure 1B and C). In the presence of 100 mM NaCl, 93% and 97% of Sha seeds developed radicles at 2 DAG and green cotyledons at 5 DAG, respectively. In comparison, only 36% and 20% of Ler seeds showed radicles and green cotyledons at this stage. Col ecotype showed moderate susceptibility to salt stress and the germination parameters were in between Sha and Ler (Figure 1D and E). Sha ecotype also had relatively longer primary roots and significantly more lateral roots than those of Ler and Col (Figure S1).

**Figure 1:**
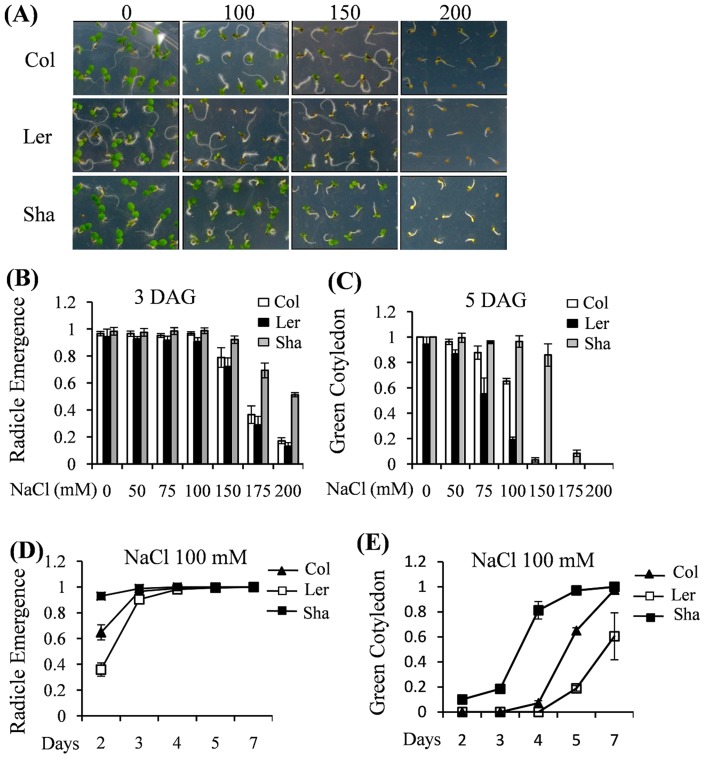
Comparison of seed germination rates among Col, Ler and Sha under salt stress treatment. (A) Plants were grown on MS plate supplied with the indicated concentrations of NaCl (mM). Photos were taken after 5 DAG (Days-After-Germination). Bar = 1 cm. (B) & (C) Germination rates were compared with various concentrations of NaCl. Germination rates were analyzed by counting the number of emergenced radicles after 3 DAG on the indicated concentrations of NaCl in (B) or by counting the number of green cotyledons after 5 DAG in (C). The values indicated means + SEs of four independent experimental repeats (n = 30). (D) & (E) The kinetics of germination time among Col, Ler and Sha were analyzed with the same concentration of NaCl (100 mM). Germination rates were determined by counting the number of emergenced radicles (D) and green cotyledons (E) at the indicated time points. The values indicated means + SEs of four independent experimental repeats (n = 30).

### Effects of salt stress on plant growth of three ecotypes

The survival rate of the Sha ecotype at various concentrations of NaCl was significantly greater relative to the Ler and Col ecotypes (Figure 2A). In the presence of 100 mM NaCl, growth of Sha was less inhibited and 93% of the plants were alive at 14 days after treatment in soil. After 200 mM NaCl treatment, 40% of the Sha plants kept growing while all of the Ler plants died (Figure 2B), resulting in significantly higher dry weight for the Sha ecotype (Figure 2C). The electrolyte leakage test showed that Ler exhibited significantly higher electrolyte leakage than Sha after 10 days salt treatment, indicating Ler sustained less cell membrane stability when compared to Sha (Figure 2D). Col ecotype showed moderate susceptibility to long term salt treatment (Figure 2A–D). Taken together, the enhanced salt tolerance of Sha can be attributed at least in part to increased cell membrane integrity and stability.

**Figure 2:**
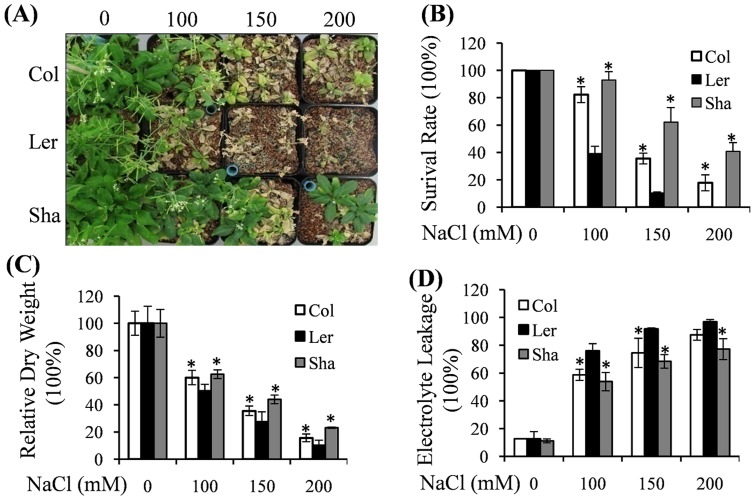
Adult phenotypes analysis among Col, Ler and Sha after salt stress treatment. **Salt treatments were initiated at 14 DAS (Day-After-Sowing).** (A) 2-week-old seedlings of Col, Ler and Sha were treated with indicated concentrations of NaCl for 14 days. Plants were photographed after 2 weeks treatments. (B) Survival rates were calculated from the results of above three independent experiments (n = 20). The values indicated means + SEs. * indicated significant difference with *P*<0.05 (*t-test*) in relative to Ler. (C) Relative dry weight comparison after salt treatment. The values indicated means + SEs of four independent experimental repeats (n = 30). * indicated significant difference with *P*<0.05 (*t-test*) in relative to Ler. (D) Plants were grown for 2 weeks under normal condition and exposed to different concentrations of NaCl treatments. At 10 days after treatment, aerial plants were harvested for measurement of relative electrolyte leakage. The values indicated means + SEs of four independent experimental repeats (n = 15). * indicated significant difference with *P*<0.05 (*t-test*) in relative to Ler.

### Redox response after salt treatment

After 200 mM NaCl treatment, both superoxide radical and hydrogen peroxide accumulated to a relatively higher content in Ler than in Sha (Figure 3A). A quantification assay indicated that hydrogen peroxide levels in Ler were about 2 folds higher than those in Sha under the various salt conditions (Figure 3B). The SOD and CAT activities in Sha were significantly greater than in Ler after 10 days after salt treatments (Figure 3C and D). ROS content and antioxidant enzyme activities in Col ecotype were in between those of Sha and Ler ecotypes.

**Figure 3:**
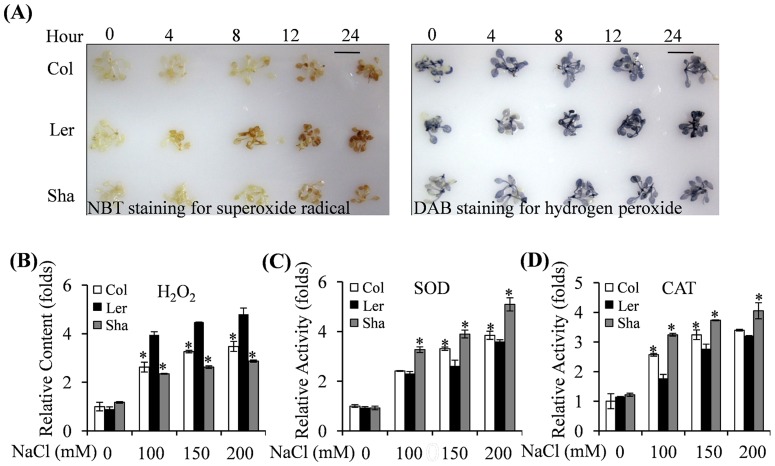
Quantitative comparison of superoxide contents and antioxidant enzyme activities (SOD and CAT) among Col, Ler and Sha after salt stress treatment. Two-week-old plants were started to be treated with the indicated concentrations of NaCl for 10 days before measurement in (B), (C) & (D). The values indicated means + SEs of two independent experimental repeats in (B), (C) & (D) (n = 15). * indicated significant difference with *P*<0.05 (t-test) in relative to Ler. (A) Visualization of superoxide radical and hydrogen peroxide detected by NBT and DAB staining. Detections have been done on 2-week-old MS-grown plants subjected to subsequent treatment with 200 mM NaCl for the indicated time. Bar = 1 cm. (B) Changes in H_2_O_2_ content were analyzed with different salt treatment. (C) Changes in SOD activity were analyzed with different salt treatment. (D) Changes in CAT activity were analyzed with different salt treatment.

### General transcriptomic responses by salinity effect and ecotype effect

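Leaves of Ler and Sha seedlings grown without or with salt were compared on Agilent-021169 Arabidopsis 4 Oligo Microarrays, which read 1 Cy3-labeled sample each. Seedlings were moved 10 days after sowing to MS plates without salt or with 100 mM NaCl, and leaves were collected 4 days later. The methods give 16 h of light and 23 °C for growth, while the labels of the deposited samples give 12 h of light and 22 or 18 °C. Each of the 4 groups (Ler control, Ler salt, Sha control and Sha salt) had 2 arrays, each hybridized with a biological replicate, and the small number of arrays limits the precision of every value. The Col arrays were not used here. The authors deposited signals as intensity in arbitrary units, which Agilent's Feature Extraction software had corrected for background and for trends across the slide within each array, without scaling between arrays. An array held 45220 features, of which 43803 were not controls. Between 72.5% and 79.0% of these were well above background by Feature Extraction's own test. The 75th percentile of the signal was 57.3 times the local background on Ler control replicate 1, the dimmest array, and between 82.2 and 133.3 times on the others. Signals were log2 transformed and scaled to each array's 75th percentile. A total of 34658 probes were well above background on both arrays of at least 1 group and were tested, and 29747 of them were matched to 21519 loci through their RefSeq accession. The median SD between replicate arrays was 0.083 to 0.094 on the log2 scale in the 4 groups. All 8 arrays were fitted together with limma, and a probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 2-fold. Each slide carried 1 ecotype only, with 2 slides for each ecotype, and with the slide as a random block 4633 probes were called for Sha vs. Ler without and 4894 with salt.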

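Over the salt effect in Ler, the salt effect in Sha, and Sha vs. Ler in the absence and presence of salt, 15410 probes matched to 10130 loci were called at least once. With normexp background correction, the alternative that changed the number of probes the most, 9633 were called. Between 14978 and 15779 were called when each array was left out in turn.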

In total, the expression levels of 7209 genes were significantly changed by either salt stress (referred to salt effect) or between Sha and other two ecotypes (referred to Sha ecotype effect) (Table S1). In the absence of salt, 4353 and 4867 genes showed differential expression levels in the comparisons of Sha vs. Ler and Sha vs. Col, respectively, while in the presence of salt, the differences between Sha vs. Ler and Col were 3536 and 4639, respectively (Figure 4).

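In the absence of salt, 1893 probes were higher and 2821 lower in Sha than in Ler, 4714 in total. In the presence of salt, 2309 were higher and 2678 lower, 4987 in total. Of these, 2646 were called in the same direction in both conditions. Counted by locus, with the brightest probe standing for each, there were 2577 differences without and 3050 with salt. The total without salt changed the most under an equal-variance test of each probe on its own with adjusted p, to 1807, and with normexp background correction to 1859. Probes called higher in Sha made up 40.2% of the calls without salt, but 50.5% after quantile normalization and 28.9% with normexp background correction. Without the moderation and adjustment of limma, a limit of 2-fold alone gave 5373 without and 5342 with salt, the only alternative with fewer calls in the presence than in the absence of salt. Under normexp background correction the median of all tested probes moved from 0.002 to -0.207 for Sha vs. Ler with salt, and the share called higher in Sha was 25.4% in place of 46.3%.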

**Figure 4:**
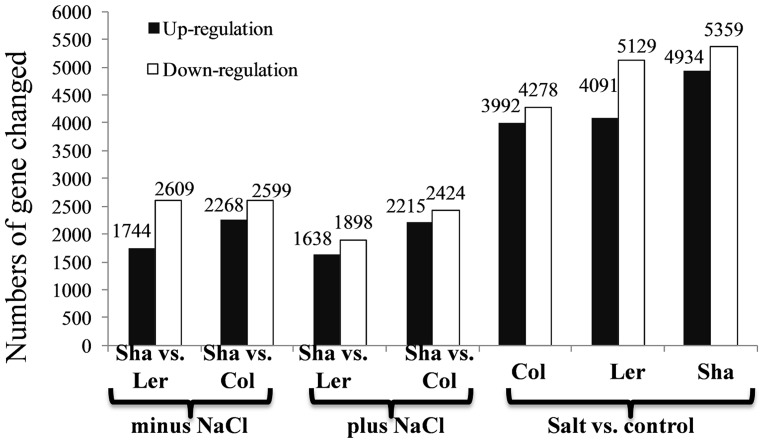
Numbers of gene changed by Sha ecotype effect and salt effect.

As reported by many groups, *dehydration responsive element binding* (*DREB*)*/C-repeat binding factors* (*CBF*), *LOW-TEMPERATURE-INDUCED* (*LTI*) genes, *DROUGHT-INDUCED* (*DI*) genes, *COLD-REGULATED* (*COR*) genes, *EARLY RESPONSIVE TO DEHYDRATION* (*ERD*) genes, *LATE EMBRYOGEENESIS ABUNDANT* (*LEA*) genes and *KIN1* gene were highly induced by abiotic stress treatments [8], [41], [42]. 

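A list of 28 loci of the DREB/CBF, LTI, DI, COR, ERD and KIN families was drawn up from gene family knowledge, since Figure S2 was not used here. By limma, 19 of them were called up-regulated by salt in Ler and the same 19 in Sha, and the count was again 19 when adjusted over the list alone. The remaining loci were called in neither ecotype. The median log2 change over the list was 2.22 in Ler and 2.24 in Sha. The number called in both ecotypes was 18 without Ler control replicate 2 and with signals well above background required on all 8 arrays, and 19 under the other alternatives. LTI65 (AT5G52300) rose the most, by 6.47 on the log2 scale in Ler (SE 0.17, n = 2 arrays per group, limma adjusted p = 1.8e-06) and by 8.33 in Sha (SE 0.17, adjusted p = 9e-07).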

In this study, expression levels of 20 *DREB/CBF, LTI, DI, CO*R, *ERD, KIN* genes were significantly up-regulated after salt treatment (Figure S2). Moreover, ABA receptor genes (*PYR/PYL*s) were generally down-regulated after salt stress treatment, while other genes involved in ABA pathways, including *PROTEIN PHOSPHATASE 2C* (*PP2C*), *ABA RESPONSIVE ELEMENT-BINDING FACTOR* (*ABF*), ABA metabolism and ABA catabolism, were mainly up-regulated in the presence of salt (Figure S3). These data agreed fairly well with those of [41] that abiotic stress changed ABA pathway related genes. These results provide support for the validity of the data obtained by microarray analysis.

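Lists of ABA pathway loci were drawn up in the same way, because Figure S3 was not used here, and each count below was the same when adjusted over the list alone. Of 14 PYR/PYL loci, 11 could be tested. Among these, 5 were called down-regulated by salt in Ler and 8 in Sha, with 5 called in both, and the median log2 change was -0.89 in Ler (-0.88 with probes at background set to their bound) and -1.75 in Sha. With normexp background correction 3 receptor loci were called down-regulated in both. PYL6 (AT2G40330) fell the most, with log2 changes of -4.74 in Ler (SE 0.12, limma adjusted p = 1.9e-06) and -4.21 in Sha (adjusted p = 2.2e-06). PYL7 (AT4G01026) was the receptor gene called up-regulated, with a log2 change of 1.43 in Sha (SE 0.09, adjusted p = 2.8e-05) and 0.92 in Ler, below the 2-fold limit, and the difference of 0.50 between the ecotypes was not called. All 9 clade A PP2C loci were up-regulated in both ecotypes, with medians of 3.18 in Ler and 4.12 in Sha. HAI2 (AT1G07430), which was well above background on 1 of the 2 Ler control arrays, rose by 7.06 in Ler (SE 0.13, adjusted p = 8.5e-07) and by 7.89 in Sha (adjusted p = 6e-07). Of the 4 ABF loci, 1 was called up-regulated in Ler and 4 in Sha, and the difference between the ecotypes was below 2-fold at each, 0.65 on the log2 scale at most. Of 8 tested loci of ABA synthesis, 4 were called up-regulated in Ler and 5 in Sha. Of the 4 catabolic CYP707A loci, 3 rose in each ecotype. CYP707A2 (AT2G29090) fell by 1.79 in Ler (SE 0.09, adjusted p = 1.8e-05) and was not called in Sha at -0.27, a difference between the ecotypes of 1.52 (adjusted p = 0.0018) that normexp background correction left uncalled at 1.28.

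**Figure D1:**
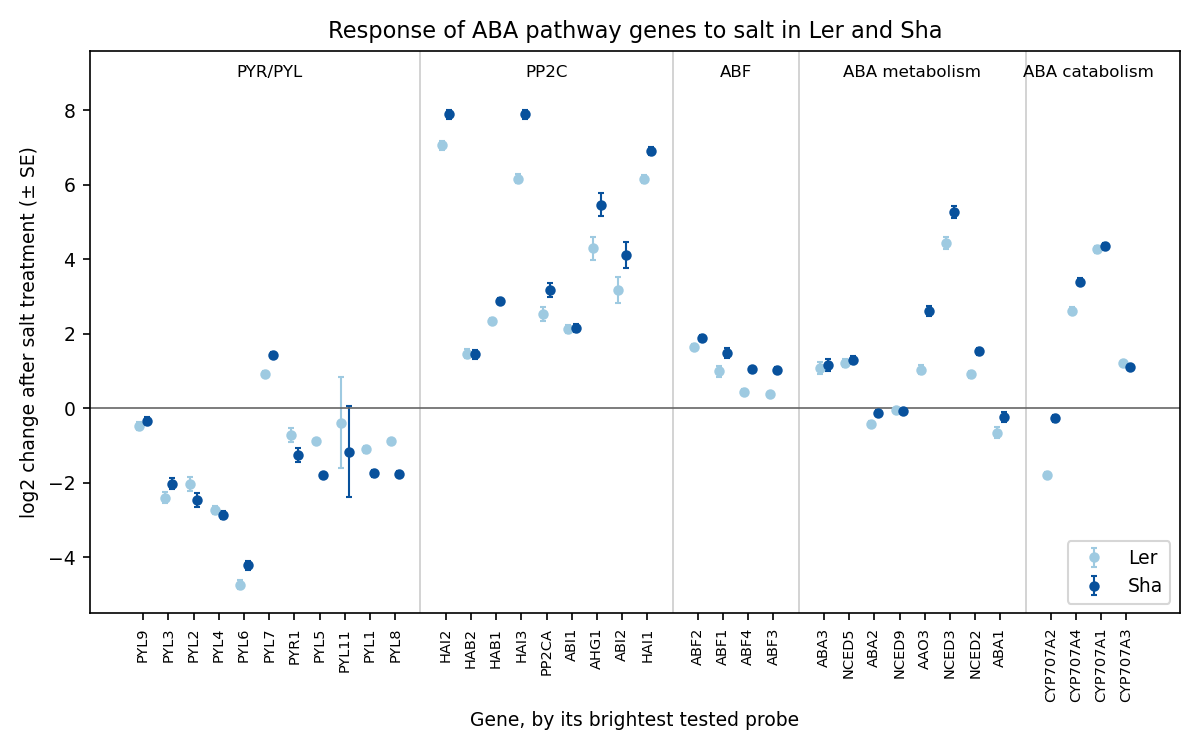
Log2 change after salt treatment of each tested ABA pathway gene (x axis) in Ler (light blue) and Sha (dark blue), with bars of 1 SE from limma and 2 arrays per group. PYL6 lies lowest at -4.74 in Ler and HAI2 rises to 7.89 in Sha, and under normexp background correction PYL3 is above 0 in Ler, at 0.38.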

### Cluster and overlap analyses revealed common and contrasting changes by salinity and among ecotypes

In total, 1368 and 1905 genes were commonly regulated by Sha vs. Ler and Sha vs. Col in the absence and presence of salt, respectively (Figure 5A and B). Cluster analysis revealed that 52–65% of salt stress affected genes was in common in three ecotypes (Figure S4). Among them, 2549 and 2793 differentially expressed genes were co-regulated by salt in all three ecotypes (Figure 5C and D), indicating common changes after salt stress treatment.

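Salt raised 4307 probes and lowered 5301 in Ler, and raised 5142 and lowered 5606 in Sha. With normexp background correction, 2653 were lowered in Ler, which was the largest move of these 4 numbers among alternatives that count probes. In the comparison of both ecotypes, 3379 probes were up-regulated in Ler and in Sha, where 639 would be shared by chance, and they made up 78.5% of those up-regulated in Ler and 65.7% in Sha. Down-regulated in both were 3939 probes, with 857.4 by chance, or 74.3% of those down-regulated in Ler and 70.3% in Sha. Opposite calls were rare, with 25 probes raised in Ler and lowered in Sha and 38 the other way. Tested directly, the size of the salt response differed between the ecotypes by more than 2-fold at 3149 probes, and 2044 of these changed in the same direction in both. The 2 ecotypes share no array in this comparison, and Col, which the paper's overlap includes, was not used here. LTP4 (AT5G59310) rose the most in each ecotype among probes well above background on all arrays compared, by 10.34 in Ler (SE 0.09, limma adjusted p = 4.5e-07) and by 11.79 in Sha (adjusted p = 2.8e-07).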

**Figure 5:**
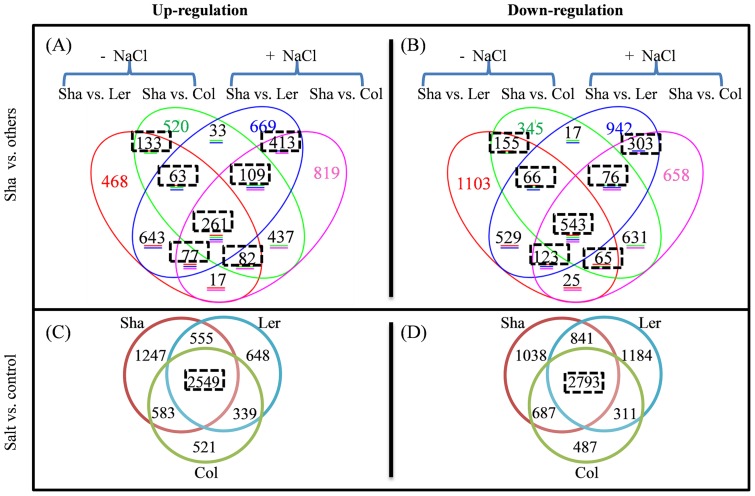
Numbers of overlapping transcripts changed between ecotypes and after salt treatment. Differentially expressed transcripts were those with P<0.05 and fold change >2. Genes commonly regulated between ecotypes or by salt treatment were highlighted in dotted rectangles and the detailed information of these genes was listed as in Table S1.

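Classes of probes were formed by keyword from the gene names of the RefSeq table, since Figure 6A and Figure S5 list no genes that could be used, and each was tested with camera at a preset correlation of 0.01, with adjustment over 95 tests of 19 classes. Camera called 28 of these tests, fry called 66, and camera with a correlation estimated from the data called 0, with 4 at an unadjusted p under 0.05 and a smallest adjusted p of 0.624. Camera compares a class with all other probes, while fry asks only whether the probes of the class changed. A call by fry thus does not set a class apart from other probes. Probes of 1 gene were counted apart, and the preset correlation treats them as nearly independent, so class p-values can be too small. Classes were not tested with 1 probe per locus. Cell wall probes (289) had a median log2 change of -0.61 after salt in Ler (adjusted p = 0.0102) and -0.61 in Sha (adjusted p = 0.0025), with 110 and 112 called down-regulated and 38 and 42 up-regulated. With probes at background set to their bound, the Sha median was -0.57. Normexp background correction gave cell wall medians of -0.24 in Ler and -0.45 in Sha. The expansin gene EXPA8 (AT2G40610), the class's largest fall, changed by -4.24 in Ler (SE 0.07, limma adjusted p = 6.7e-07) and by -4.28 in Sha (adjusted p = 5.7e-07) at the brightest of its 3 probes, and all 3 were called. Light reaction probes (136, of 50 loci) had medians of -1.57 in Ler (adjusted p = 1.84e-17) and -1.06 in Sha (adjusted p = 1.4e-10), with 115 and 74 down-regulated. Auxin probes (141) had medians of -0.29 in Ler (adjusted p = 0.136, called by fry) and -0.32 in Sha (adjusted p = 0.0386), the latter not called with normexp background correction at -0.24, with the slide as a block or without Ler salt replicate 2, and 48 were down-regulated in each ecotype against 18 and 17 up-regulated. For these classes the sign of both salt medians was negative under every scaling tried. Secondary metabolism probes had medians of -0.05 and -0.04 and means of 0.48 and 0.35, with 31 up- and 19 down-regulated in Ler and 30 and 24 in Sha, and the Ler median was above 0 under quantile normalization, median scaling and normexp, the last at 0.17, and the Sha median under median scaling, at 0.04, and normexp. Camera called neither change (adjusted p = 0.51 and 0.787), and fry called both as rises (adjusted p = 0.000236 and 0.000352). Biotic stress probes (41) had 6 called in each direction in Ler and 7 in each in Sha, medians of -0.06 in both, means of 0.25 and 0.06, and medians above 0 with normexp background correction, at 0.29 and 0.03, and in Sha under median scaling, at 0.01. Camera called neither change (adjusted p = 0.74 and 0.958), and fry called both as falls (adjusted p = 0.00654 and 0.00111). Comparing Sha to Ler, 14.5% of cell wall probes were called without and 15.9% with salt, and camera called neither (adjusted p = 0.753 and 0.37), while fry called the class lower in Sha with salt (adjusted p = 0.0019). Of biotic stress probes, 36.6% were called without and 41.5% with salt, 11 lower in each and 4 and 6 higher, with medians of -0.16 and -0.52, which camera did not call (adjusted p = 0.118 and 0.161) and fry called as lower in Sha (adjusted p = 4.5e-05 in both). Light reaction probes were lower in Sha without salt (median -0.60, adjusted p = 6.73e-11, or -0.13 under quantile normalization, 15 called lower and 1 higher), and secondary metabolism probes were lower without (-0.26, adjusted p = 0.0268, not called with no background filter) and with salt (-0.23, adjusted p = 0.0188).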

Many genes associated with cell walls, photosynthesis (PS), auxin (Figure 6A), secondary metabolism, and biotic stress (Figure S5) were significantly down-regulated after salt treatment, but there were no significant changes between Sha and the other two ecotypes (Figure 6A). In addition, salt treatment also extensively up-regulated genes involved in ABA pathway, carbohydrate metabolism (CHO), ethylene and transport for all three ecotypes (Figure S5). In contrast, expression levels of transposable element genes (TE), microRNA and antisense sequence were significantly changed between Sha and other two ecotypes, and only slightly by salinity (Figure 6B; Table S1). 

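Carbohydrate metabolism probes (113) had 35 up- and 20 down-regulated in Ler and 39 and 15 in Sha, with median log2 changes of 0.11 (camera adjusted p = 0.0962, called by fry) and 0.50 (adjusted p = 0.0128). The Ler change was called with normexp background correction, at a median of 0.23. Galactinol synthase GolS2 (AT1G56600) was the largest rise in Sha, 5.05 (SE 0.09, limma adjusted p = 6e-07), and rose by 4.40 in Ler (adjusted p = 9.2e-07). Ethylene probes (85) had 25 up- and 9 down-regulated in Ler and 22 and 10 in Sha, with medians of 0.20 (adjusted p = 0.00732) and 0.15 (adjusted p = 0.253, called by fry). Transport probes (425) had 76 up- and 86 down-regulated in Ler and 86 and 88 in Sha, and their medians of 0.03 and -0.01 were not called by camera (adjusted p = 0.653 and 0.75), while fry called a fall in Ler (adjusted p = 0.0382) and a rise in Sha (adjusted p = 0.0321), the Sha median being 0.07 under median scaling. The nitrate transporter NRT1.8 (AT4G21680) rose by 7.71 in Ler (SE 0.34, adjusted p = 1e-05) and by 8.15 in Sha (adjusted p = 7.1e-06). The iron transporter IRT1 (AT4G19690) changed by -5.58 and -5.52 in Ler and Sha (SE 0.08, adjusted p = 6.5e-07 and 5.5e-07) at the brighter of its probes.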

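The transposable element, microRNA and antisense classes are the probes of these kinds that Table S2 prints, so they were chosen by the study on these samples and their shares are not independent evidence. Of 40 transposable element probes, 90% were called in Sha vs. Ler without and 82.5% with salt, while 30.0% were called after salt in Ler and 42.5% in Sha. They went both ways, with 16 higher and 20 lower in Sha without salt. Of 10 microRNA probes, 30.0% and 40.0% were called in Sha vs. Ler, and 70.0% after salt in each ecotype. Of 55 probes of natural antisense and other RNA, 49.1% and 52.7% were called in Sha vs. Ler, and 61.8% and 72.7% after salt in Ler and Sha. Among all tested probes, 13.6% and 14.4% were called in Sha vs. Ler without and with salt, and 27.7% and 31.0% after salt in Ler and Sha.

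**Figure D2:**
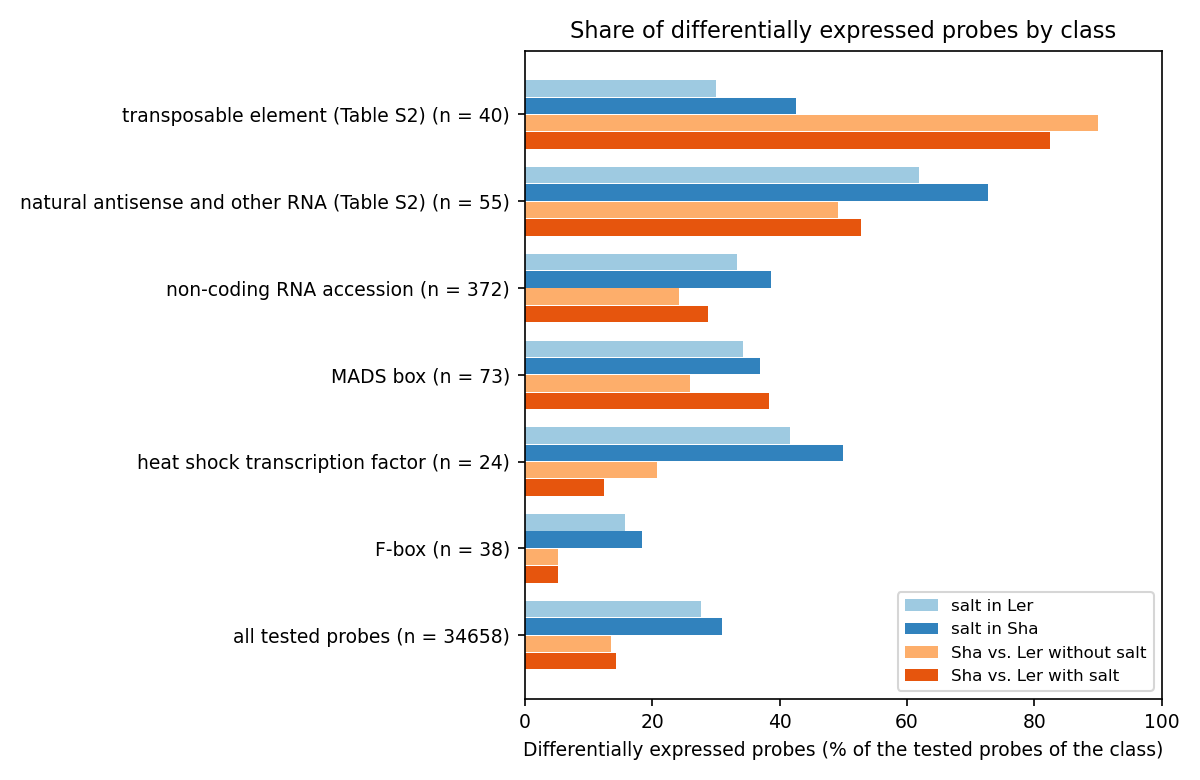
Percent of the tested probes of each class that were called (adjusted p under 0.05 and more than 2-fold) in Sha vs. Ler without and with salt and after salt in Ler and in Sha. The transposable element class reaches 90% in Sha vs. Ler without salt, and the class of natural antisense and other RNA 72.7% after salt in Sha.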

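Of 38 probes of 26 loci with F-box in the gene name, which leaves out F-box genes named otherwise, 5.3% were called in Sha vs. Ler without and the same share with salt, below the share of all tested probes in both conditions. Of 24 probes of heat shock transcription factors, 20.8% were called without salt and 12.5% with it. Of 73 MADS box probes, which cover 54 loci, 26.0% were called without and 38.4% with salt.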

F-box genes, heat shock transcription factors and MADS box transcription factors were also extensively changed between Sha and other two ecotypes (Figure 6B).

**Figure 6:**
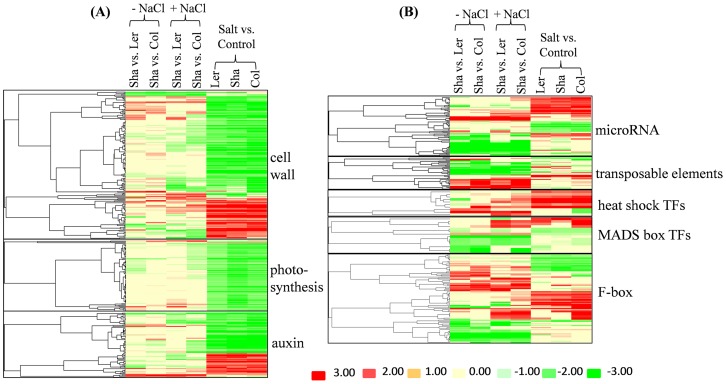
Cluster analyses of transcripts involved in specific pathway. Red, increase in transcript abundance (up-regulation); green, decrease in transcript abundance (down-regulation); yellow, no change. The color scales were also indicated. Hierarchical cluster analysis was applied for differentially expressed transcripts (P < 0.05 and log 2 fold change > 1 or < −1) with Cluster 3.0 software. The resulting tree figures were displayed using the software package, Java TreeView.

### Pathway enrichment analyses of genes changed by Sha ecotype effect and salt effect

Several metabolic pathways such as hormone metabolism, secondary metabolism, TCA, development, and stress (Table 1, Group 1), and GO terms involved in defense and stress responses (Table 2, Group 1) were enriched by both salt effect and Sha ecotype effect, indicating the preconditioned stress tolerance in Sha ecotype. Salt stress treatment extensively changed expression levels of many other genes, resulting in enrichment of related pathways (fermentation, glyoxylate cycle, polyamine metabolism, metal handling, etc) (Table 1, Group 4) and GO terms (regulation of transport and response to most other abiotic stresses) (Table 2, Group 2-3). Pathways involving in microRNA and natural antisense (Table 1, Group 3) were over-represented between the comparison of Sha and other two ecotypes.

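The enrichment of MapMan classes was not repeated, because the classification was not used here. A class of all 372 tested probes whose accession is a RefSeq non-coding RNA, which was chosen after seeing the data and does not separate microRNA from other kinds, had 24.2% called in Sha vs. Ler in the absence and 28.8% in the presence of salt. After salt, 33.3% were called in Ler and 38.7% in Sha.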

**Table 1:** Pathway enrichment analysis showed several pathways were enriched by salinity and ecotype effects.

Groups	MapMan Pathways			Sha vs. Ler/Col		Sha vs. Ler/Col	
		Salt vs. Control		– NaCl		+ NaCl	
		NF^1^	P-value	NF^1^	P-value	NF^1^	P-value
1	hormone metabolism	2.51	0.0000	1.29	0.0320	1.50	0.0020
	secondary metabolism	2.11	0.0000	1.74	0.0012	2.16	0.0000
	Misc	1.87	0.0000	1.91	0.0000	1.64	0.0000
	transport	1.72	0.0000	1.10	0.0480	1.14	0.0270
	development	1.57	0.0000	1.39	0.0063	1.30	0.0082
	TCA/org. transformation	1.40	0.0380	3.21	0.0008	3.04	0.0002
	Stress	1.36	0.0000	2.22	0.0000	2.28	0.0000
2	metal handling	2.00	0.0001	–	–	2.52	0.0018
	nucleotide metabolism	0.73	0.0270	–	–	1.66	0.0160
3	not assigned	0.87	0.0000	1.04	0.0098	1.01	0.0190
	micro RNA, natural antisense etc	0.56	0.0000	1.70	0.0023	1.24	0.0410
	signalling	1.32	0.0000	1.12	0.0340	0.97	0.0480
	RNA	1.05	0.0072	0.78	0.0015	0.85	0.0048
4	fermentation	4.71	0.0000	–	–	–	–
	gluconeogenese/glyoxylate cycle	4.05	0.0002	–	–	–	–
	polyamine metabolism	3.70	0.0002	–	–	–	–
	Biodegradation of Xenobiotics	2.82	0.0003	–	–	–	–
	C1-metabolism	1.97	0.0082	–	–	–	–
	amino acid metabolism	1.81	0.0000	–	–	–	–
	minor CHO metabolism	1.70	0.0007	–	–	–	–
	tetrapyrrole synthesis	1.51	0.0500	–	–	–	–
	lipid metabolism	1.27	0.0038	–	–	–	–
	PS	2.68	0.0000	0.12	0.0025	0.27	0.0034
	major CHO metabolism	2.13	0.0000	–	–	0.00	0.0037
	cell wall	1.89	0.0000	0.62	0.0180	–	–
	cell	0.96	0.0350	–	–	–	–
	mitochondrial electron transport/ATP synthesis	0.58	0.0072	–	–	–	–
	Co-factor and vitamine metabolism	0.24	0.0008	–	–	–	–
5	protein	0.58	0.0000	0.64	0.0000	0.69	0.0000
	DNA	0.17	0.0000	0.40	0.0000	0.32	0.0000

1 NF: Normalized frequency  =  sample frequency of each category in this experiment/background frequency of each category in the Arabidopsis genome.

Genes with P-value <0.05 and fold change >2.0 were loaded and annotated in the Classification SuperViewer Tool (http://bar.utoronto.ca/ntools/cgi-bin/ntools_classification_superviewer.cgi). MapMan was used as the classification source to assign functional categories for each gene. Group 1: pathways enriched by both salt and ecotype effects; Group 2: pathways enriched by salt effect and ecotype effect in the presence of salt; Group 3: pathways mainly enriched by salt effect; –: no significant enrichment. The color scales indicated different normalized frequencies which were described in Materials and Methods.

**Table 2:** Stress-related GO term enrichment analysis.

Groups	GO Terms	Salt vs. Control		minus salt		plus salt	
				Sha vs. other ecotypes		Sha vs. other ecotypes	
		P-value	NF^1^	P-value	NF^1^	P-value	NF^1^
1	GO:0006950response to stress	0.0000	1.59	0.0000	1.45	0.0236	1.24
	GO:0006952defense response	0.0000	1.57	0.0000	1.75	0.0181	1.48
	GO:0050896response to stimulus	0.0000	1.52	0.0040	1.26	–	–
	GO:0007154cell communication	0.0000	1.67	0.0330	1.46	–	–
2	GO:0044277cell wall disassembly	0.0105	5.01	–	–	–	–
	GO:0006812cation transport	0.0000	2.05	–	–	–	–
	GO:0055080cation homeostasis	0.0008	1.98	–	–	–	–
	GO:0050801ion homeostasis	0.0006	1.92	–	–	–	–
	GO:0051049regulation of transport	0.0007	2.10	–	–	–	–
	GO:0043269regulation of ion transport	0.0002	2.24	–	–	–	–
	GO:0006820anion transport	0.0000	2.49	–	–	–	–
	GO:0010155regulation of proton transport	0.0139	2.54	–	–	–	–
3	GO:0009628response to abiotic stimulus	0.0000	1.51	–	–	–	–
	GO:0009607response to biotic stimulus	0.0000	1.68	–	–	–	–
	GO:0009737response to abscisic acid stimulus	0.0000	2.31	–	–	–	–
	GO:0009269response to desiccation	0.0131	3.28	–	–	–	–
	GO:0009414response to water deprivation	0.0000	3.05	–	–	–	–
	GO:0009408response to heat	0.0000	2.17	–	–	–	–
	GO:0006979response to oxidative stress	0.0000	1.79	–	–	–	–
	GO:0009651response to salt stress	0.0000	1.72	–	–	–	–
	GO:0006970response to osmotic stress	0.0000	1.72	–	–	–	–
	GO:0009409response to cold	0.0000	1.72	–	–	–	–

Term enrichment analysis was performed using AmiGO software.

1 NF: Normalized frequency  =  sample frequency of each category in this experiment/background frequency of each category in the Arabidopsis genome.

### Specific genes regulated by Sha ecotype effect and salt effect

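Of the 98 loci in Table 3, 96 had a tested probe, and 32 of these had several, in which case the brightest probe was used. The study chose these loci on these and the Col arrays, so their calls are not independent evidence. The log2 change had the sign printed in the table at 91 of 95 loci for Sha vs. Ler without salt, 89 of 96 with salt, 94 of 96 for salt in Ler and 94 of 96 for salt in Sha. The numbers called in these comparisons were 83, 85, 80 and 86. Among the 17 loci of Table 3A, 15 were called higher in Sha without salt and 14 with salt, and 14 were raised by salt in Ler and in Sha, with medians of 1.89, 1.66, 2.45 and 2.41. Setting probes at background to their bound lowered the first to 1.19 and the third to 2.19. Of the 39 tested loci of Table 3B, 34 were called lower in Sha without salt and 36 with salt, and 31 and 35 were lowered by salt in Ler and Sha, with medians of -1.53, -1.82, -1.35 and -1.75.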

In total, 98 of the 218 genes which were differentially expressed by Sha relative to both Ler and Col also showed significantly expression changes after salt treatment, including 29 up-regulated genes and 69 down-regulated genes (Table 3). This set of genes mainly functions in secondary metabolism, hormone metabolism, regulation of transcription, protein metabolism, and signaling (Table 3A, B). There were several genes with increased or decreased expression in Sha relative to Ler and Col exhibited the opposite trend in response to salt (Table 3C and D). For example, one extensin gene (AT1G26250), one oxidase gene (AT5G23980), and one methyltransferase (AT1G77530) were down-regulated under salt stress condition, but exhibited 2 to 16-fold increases in transcript abundance in Sha in relative to the other two ecotypes (Table 3C). 

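In Table 3C, 11 of 12 loci were tested, and 10 were called higher in Sha than in Ler both without and with salt (medians 1.60 and 2.12), while 10 were lowered by salt in Ler and 11 in Sha (medians -1.75 and -1.67). In Table 3D, 25 of 29 loci were called lower in Sha without salt and 24 with salt, where 1 was called higher (medians -1.95 and -1.85), while 25 were raised by salt in Ler and 26 in Sha (medians 2.58 and 2.49).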

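The extensin gene AT1G26250 has 2 probes. At the brighter, the log2 change after salt was -5.11 in Ler (SE 0.10, limma adjusted p = 9.3e-07) and -4.24 in Sha (adjusted p = 1.2e-06), and Sha exceeded Ler by 1.60 without salt (adjusted p = 1.1e-04) and by 2.46 with salt (adjusted p = 2e-05), neither called with normexp background correction, at 1.62 and 1.08. At the other, Sha exceeded Ler by 1.70 and 1.02, the former not called at 1.43 with normexp, the latter reversed to -0.39 with normexp and not called without Ler salt replicate 1, without Sha salt replicate 2 or with scan day as a block. AT5G23980, which was well above background on 1 of the 2 Ler salt arrays, changed after salt by -2.82 in Ler (SE 0.15, adjusted p = 2.1e-05, not called at -0.35 with normexp) and by -3.30 in Sha (adjusted p = 9.7e-06), and was higher in Sha by 4.34 (adjusted p = 1.4e-05) without and 3.87 (adjusted p = 1.8e-05) with salt, neither called with normexp, at 3.45 and 0.86. AT1G77530 changed after salt by -4.14 in Ler (SE 0.09, adjusted p = 1.1e-06) and by -4.40 in Sha (adjusted p = 8.8e-07), and was higher in Sha by 1.59 without salt (adjusted p = 6.6e-05) and by 1.33 with salt (adjusted p = 0.00011), neither called with normexp, at 1.56 and 0.27.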

Meanwhile, several genes with annotated function in secondary metabolism, biotic stress, and transcriptional regulation were up-regulated by salt stress, but down-regulated in Sha. It’s worth mentioning that one oxidoreductase gene (AT5G54190) and one transposase gene (AT3G02515) were up-regulated by salt 2 to 4-fold, but showed up to 1038-fold decreases in Sha in comparison to Ler and Col (Table 3D).

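AT5G54190 has 3 tested probes, which rose after salt in Ler by 2.43, 2.49 and 2.44 on the log2 scale. In Sha the brightest of them rose at least 4.09-fold, another by 1.36, and the last was not called at 0.85. The 2 called in Sha were not called with normexp background correction, at 0.76 and 0.70. In the absence of salt, the brightest probe was at least 103-fold lower in Sha than in Ler, while another was lower by -4.49 on the log2 scale. AT3G02515 rose by 2.20 after salt in Sha (SE 0.09, limma adjusted p = 7.5e-06, not called at 0.94 with normexp) and was not called in Ler at 0.44. This difference between the ecotypes was 1.76 (adjusted p = 0.0012), not called at 0.57 with normexp. AT3G02515 was well above background on 1 of the 2 Sha control arrays. Its signal in Sha was 1040-fold lower without salt (log2 -10.02, SE 0.09, adjusted p = 6.9e-07) and 307-fold lower with salt (log2 -8.26, adjusted p = 1.2e-06).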

**Table 3:** List of genes commonly regulated by salt treatment and in Sha ecotype.

locus	– NaCl		+ NaCl		Salt vs. Control			MapMan BIN	GeneName
	Sha vs. Ler	Sha vs. Col	Sha vs. Ler	Sha vs. Col	Col	Ler	Sha		
**A: Up-regulation by Sha effect and salt effect**									
AT2G02560	2.33	1.95	2.17	2.19	0.97	1.37	1.21	[17.2.2] hormone metabolism	CAND1
AT5G43570	1.89	2.44	2.38	2.85	2.25	2.19	2.67	[20.1.7.6] stress.biotic	PR protein
AT5G57260	2.16	2.68	2.67	3.57	0.81	1.19	1.70	[26.10] misc.cytochrome P450	CYP71B10
AT1G73010	1.14	1.31	1.00	1.28	3.49	3.60	3.45	[26.13] misc.acid and phosphatases	phosphatase
AT4G24890	3.99	3.70	3.52	3.75	1.02	1.54	1.07	[26.13] misc.acid and phosphatases	acid phosphatase
AT5G62080	1.96	2.31	1.11	1.50	2.26	2.31	1.46	[26.21] misc.protease inhibitor	protease inhibitor
AT2G46880	4.25	1.68	1.33	1.94	1.60	4.79	1.86	[26.27] misc.phosphoesterase	PAP14
AT1G59670	2.34	2.93	3.36	3.04	3.33	2.43	3.45	[26.9] misc.glutathione S transferases	ATGSTU15
AT4G16160	1.99	2.52	1.00	2.14	3.74	4.34	3.35	[29.3.2] protein.targeting.mitochondria	ATOEP16-2
AT1G53080	1.73	1.87	1.29	1.20	5.91	5.69	5.25	[29.4] protein.postranslational mod.	lectin
AT3G10510	2.89	1.71	2.19	1.55	3.21	3.74	3.05	[29.5.11.4.3.2] protein.degradation	F-box
AT1G67000	1.50	2.72	1.66	1.90	1.95	0.99	1.14	[30.2.20] signalling.receptor kinases	protein kinase
AT3G18610	1.12	1.42	1.17	2.28	1.55	2.36	2.40	[30.5] signalling.G-proteins	nucleolin
AT2G25340	1.56	2.64	2.01	3.14	2.83	2.88	3.32	[31.4] cell.vesicle transport	ATVAMP712
AT2G41260	5.55	2.70	1.92	4.02	−0.45	4.50	0.87	[33.99] development.unspecified	LEA
AT1G04560	2.31	2.55	2.31	2.67	6.06	6.17	6.17	[34.99] transport.misc	AWPM-19-like
AT5G55070	1.30	1.22	1.42	2.11	0.81	1.57	1.69	[8.1.5] TCA/org. transformation.TCA	dehydrogenase
**B: Down-regulation by Sha effect and salt effect**									
AT2G15050	−3.34	−3.97	−3.63	−4.07	−1.13	−0.94	−1.23	[11.6] lipid metabolism	LTP; lipid binding
AT4G15340	−1.01	−3.37	−2.40	−3.05	−2.60	−0.88	−2.27	[16.1.5.1003] secondary metabolism	ATPEN1
AT1G34060	−2.50	−1.45	−1.25	−2.38	−0.44	−2.63	−1.38	[16.5.99.1] secondary metabolism	alliinase
AT1G34490	−3.10	−1.32	−3.44	−2.65	−2.98	−3.97	−4.32	[16.7.1001] secondary metabolism	wax synthase
AT5G18020	−2.51	−2.71	−1.71	−2.83	−2.69	−3.61	−2.81	[17.2.3] hormone metabolism.auxin	auxin-responsive
AT1G56680	−1.41	−1.21	−2.34	−2.60	−2.91	−3.37	−4.30	[20.1.1001] stress.biotic	glycoside hydrolase
AT2G15080	−4.48	−3.89	−3.83	−3.51	−3.00	−3.28	−2.62	[20.1.7] stress.biotic.PR-proteins	AtRLP19
AT4G19530	−1.38	−1.81	−1.76	−2.48	−1.45	−1.75	−2.13	[20.1.7] stress.biotic.PR-proteins	disease resistance
AT3G46940	−1.19	−1.07	−2.13	−1.96	−1.20	−1.14	−2.09	[23.5.5] nucleotide metabolism	nucleotidohydrolase
AT5G03350	−3.95	−2.65	−5.67	−4.46	−2.21	−2.30	−4.02	[26.16] misc.myrosinases	lectin
AT1G54000	−1.15	−1.12	−1.75	−1.40	−1.27	−0.96	−1.56	[26.16] misc.myrosinases	myrosinase
AT3G43670	−1.47	−1.25	−1.97	−2.75	−0.35	−1.35	−1.85	[26.7] misc.oxidases − copper, flavone	amine oxidase
AT1G63100	−1.73	−1.46	−1.59	−1.48	−1.46	−1.62	−1.48	[27.3.21] RNA.transcription regulation	scarecrow TF
AT3G27920	−1.06	−2.00	−1.82	−2.00	−1.75	−0.99	−1.75	[27.3.25] RNA.transcription regulation	MYB
AT1G26680	−1.64	−2.24	−1.63	−2.36	−1.06	−1.19	−1.19	[27.3.41] RNA.transcription regulation	B3 TF
AT5G10570	−2.39	−1.21	−2.09	−1.38	−1.86	−2.34	−2.03	[27.3.6] RNA.transcription regulation	Bhlh
AT5G44560	−1.06	−1.63	−1.84	−1.70	−1.05	−0.33	−1.12	[27.3.71] RNA.transcription regulation	VPS2.2
AT1G03420	−1.36	−2.60	−2.13	−3.44	−0.93	−1.00	−1.77	[28.1.1] DNA.transposase	oxidoreductase
AT5G44635	−1.19	−1.85	−1.50	−2.15	−1.29	−1.28	−1.60	[28.1] DNA.synthesis	MCM protein
AT1G56720	−1.16	−1.53	−1.14	−1.84	−0.84	−1.17	−1.15	[29.4.1.55] protein.kinase	protein kinase
AT3G07070	−1.66	−1.53	−3.23	−2.78	−2.57	−2.24	−3.82	[29.4.1.57] protein.kinase	protein kinase
AT1G48260	−3.59	−4.02	−4.27	−3.56	−1.55	−0.40	−1.09	[29.4] protein.postranslat. modification	CIPK17
AT4G20430	−1.53	−1.65	−1.69	−2.22	−0.93	−1.34	−1.50	[29.5.1] protein.degradation.subtilases	subtilase
AT3G44120	−1.73	−1.43	−1.15	−1.82	−1.07	−2.03	−1.45	[29.5.11] protein.ubiquitin.E3	F-box
AT3G51350	−1.89	−1.82	−2.53	−2.60	−3.01	−3.16	−3.79	[29.5.4] protein.degradation	aspartyl protease
AT4G39710	−3.05	−2.98	−3.15	−3.63	−3.51	−4.06	−4.16	[29.6] protein.folding	immunophilin
AT3G50840	−1.95	−1.64	−2.20	−2.67	−1.38	−2.17	−2.42	[30.11] signalling.light	NPH3protein
AT5G39030	−3.93	−3.09	−3.67	−2.61	−1.32	−1.09	−0.83	[30.2.16] signalling.receptor kinases	protein kinase
AT1G11280	−4.18	−4.19	−4.34	−4.74	−0.73	−1.12	−1.28	[30.2.24] signalling.receptor kinases	protein kinase
AT5G49760	−1.64	−1.28	−1.58	−1.22	−1.04	−1.04	−0.98	[30.2.8.1] signalling.receptor kinases	protein kinase
AT1G51805	−1.75	−2.30	−1.13	−2.67	−1.26	−2.24	−1.62	[30.2.99] signalling.receptor kinases	protein kinase
AT3G47220	−1.03	−1.35	−3.14	−3.20	−1.02	−0.76	−2.87	[30.4.4] signalling.phosphinositides	phospholipase C
AT5G02370	−1.28	−1.36	−1.91	−1.75	−1.61	−1.36	−2.00	[31.1] cell.organisation	kinesin
AT1G73690	−1.16	−1.25	−2.42	−1.92	−1.01	−0.42	−1.68	[31.2] cell.division	CDKD1;1
AT3G62030	−1.64	−1.52	−1.14	−1.24	−1.03	−1.25	−0.75	[31.3.1] cell.cycle. isomerase	ROC4
AT2G26760	−1.28	−1.46	−1.73	−1.72	−1.52	−1.33	−1.77	[31.3] cell.cycle	CYCB1;4
AT3G05480	−1.51	−2.34	−1.80	−2.51	−1.18	−1.06	−1.35	[31.3] cell.cycle	RAD9
AT1G66725	−2.70	−1.81	−2.04	−1.95	−0.80	−1.60	-0.93	[32] micro RNA, natural antisense etc	miscRNA
AT4G22233	−1.87	−2.39	−1.27	−2.91	−0.65	−1.76	−1.16	[32] micro RNA, natural antisense etc	miscRNA
AT2G21045	−3.05	−2.63	−2.95	−2.33	−1.66	−1.46	−1.36	[33.99] development.unspecified	hypothetical protein
**C: Up-regulation by Sha effect and dow-regulation by salt effect**									
AT1G26250	1.70	1.98	1.02	1.31	−3.10	−3.10	−3.78	[10.5.3] cell wall proteins.LRR	extensin
AT5G23980	4.34	1.18	3.87	2.32	−4.44	−2.82	−3.30	[15.1] metal handling.acquisition	oxidase
AT1G77530	1.59	1.70	1.33	1.01	−3.70	−4.14	−4.40	[16.2] secondary metabolism	methyltransferase
AT5G63595	1.92	2.13	1.43	1.75	−1.67	−1.55	−2.04	[16.8.4] secondary metabolism	flavonol synthase
AT5G38020	2.66	1.84	2.64	1.38	−0.90	−1.34	−1.36	[17.8] hormone.salicylic acid	methyltransferase
AT2G21550	2.99	1.57	3.67	1.97	−1.47	−1.76	−1.07	[25] C1-metabolism	DHFR-TS
AT5G38540	5.52	3.08	4.91	3.73	−3.81	−2.55	−3.16	[26.16] misc.myrosinases	jacalin lectin
AT2G19910	3.03	1.56	2.66	1.36	−1.47	−1.30	−1.67	[27.2] RNA.transcription	RNA polymerase
AT2G19410	1.18	1.03	1.17	1.03	−2.43	−2.42	−2.43	[29.4.1] protein.kinase	protein kinase
AT2G03200	1.34	1.08	1.42	1.03	−1.58	−1.71	−1.63	[29.5.4] protein.degradation	aspartyl protease
AT5G59670	1.17	1.82	1.96	1.35	−1.97	−3.24	−2.44	[30.2.1] signalling.receptor kinase	protein kinase
AT3G45680	1.62	1.54	2.12	1.44	−1.06	−1.67	−1.17	[34.13] transport.peptides	transport
**D: Down-regulation by Sha effect and up-regulation by salt effect**									
AT4G08870	−2.30	−2.40	−2.44	−2.29	1.87	2.12	1.98	[13.2] amino acid.degradation	arginase
AT1G61120	−4.23	−1.45	−5.14	−2.52	5.12	4.96	4.05	[16.1] secondary metabolism	terpene synthase
AT1G52040	−1.49	−1.84	−1.88	−2.50	3.32	3.04	2.66	[16.5] secondary metabolism	MBP1
AT4G22870	−1.16	−2.38	−1.13	−1.82	2.09	2.62	2.65	[16.8] secondary metabolism	dioxygenase
AT5G42800	−2.48	−2.46	−2.09	−1.99	2.69	2.77	3.16	[16.8] secondary metabolism	DFR
AT5G54190	−7.06	−4.45	−7.09	−3.53	1.48	2.43	2.41	[19.14] tetrapyrrole synthesis	oxidoreductase
AT1G45616	−4.96	−6.17	−3.36	−4.93	3.99	3.63	5.24	[20.1.1001] stress.biotic	AtRLP6
AT3G44670	−3.06	−4.43	−1.46	−3.31	1.10	0.61	2.22	[20.1.2] stress.biotic.receptors	receptor
AT3G59930	−2.43	−3.40	−1.45	−1.20	1.76	2.98	3.97	[20.1.7] stress.biotic.PR-proteins	hypothetical protein
AT5G33355	−2.67	−3.45	−1.33	−1.16	1.81	2.77	4.10	[20.1.7] stress.biotic.PR-proteins	hypothetical protein
AT4G15910	−3.06	−2.57	−1.79	−1.63	2.60	2.27	3.54	[20.2.3] stress.abiotic.drought/salt	ATDI21
AT4G14090	−1.25	−2.04	−1.34	−2.02	2.47	2.58	2.49	[26.2] misc.UDPG transferases	glucosyl transferase
AT2G39030	−3.24	−2.00	−1.25	−1.04	8.02	6.99	8.98	[26.24] misc.N-acetyltransferase	acetyltransferase
AT2G43660	−1.66	−3.01	−1.25	−1.42	2.27	3.46	3.87	[26.4] misc.beta 1,3 glucan hydrolases	glycosyl hydrolase
AT1G62580	−4.03	−3.20	−4.91	−5.71	4.63	3.00	2.12	[26.7] misc.oxidases – copper, flavone	monooxygenase
AT2G23620	−2.85	−1.17	−2.75	−1.34	1.21	0.95	1.04	[26.8] misc.nitrilases, *nitrile lyase	hydrolase
AT3G01540	−1.48	−1.61	−1.77	−1.49	0.89	1.31	1.02	[27.1.2] RNA.RNA helicase	DRH1
AT4G12350	−3.56	−3.63	−3.41	−2.55	1.45	2.38	2.53	[27.3] RNA.regulation of transcription	MYB42
AT5G46830	−2.66	−3.86	−1.60	−2.61	2.12	2.31	3.37	[27.3] RNA.regulation of transcription	bHLH
AT4G20970	−1.75	−2.13	−1.04	−1.55	3.25	3.14	3.84	[27.3] RNA.regulation of transcription	bHLH
AT1G51700	−1.22	−1.33	−1.21	−1.24	1.59	1.68	1.69	[27.3] RNA.regulation of transcription	ADOF1
AT3G02515	###	−5.22	−8.26	−4.02	1.00	0.44	2.20	[28.1] DNA.transposase	transposase
AT5G43580	−3.89	−2.56	−2.52	−1.77	1.74	1.16	2.53	[29.5] protein.degradation	peptidase inhibitor
AT1G66830	−1.60	−1.26	−1.96	−1.38	2.79	3.04	2.68	[30.2.3] signalling.receptor kinases	protein kinase
AT1G53160	−1.14	−1.89	−2.32	−2.27	4.47	5.27	4.09	[33.3] development.SPL	SPL4
AT3G54150	−2.74	−1.48	−2.29	−1.02	1.74	1.75	2.20	[33.99] development.unspecified	embryo-abundant
AT3G49620	−1.20	−1.10	−4.38	−1.36	2.02	4.94	1.76	[33.99] development.unspecified	DIN11
AT4G18210	−2.28	−1.65	−2.63	−2.21	1.60	1.39	1.05	[34.10] transport.nucleotides	ATPUP10
AT2G04070	−4.29	−2.59	−6.15	−4.36	3.69	3.78	1.92	[34.99] transport.misc	antiporter

Black background means an increase (denoted by up-regulation in the heading) in transcript abundance, and grey background means a decrease (denoted by the heading down-regulation) in transcript abundance. Fold changes are log 2 values.

## Discussion

In this work, natural variations in salt tolerance among Sha, Ler and Col ecotypes were analyzed based on their responses to salt treatment in seed germination, root growth, and performance of adult plants in soil (Figure 1–3; Figure S1). All of these results were consistent with previous studies where Ler and Col were observed to be relatively salt-sensitive, but Sha was salt-tolerant [14], [15], [29].

Abiotic stresses cause oxidative stress via rapid and excessive production of reactive oxygen species (ROS), which can lead to oxidative damages [43], [44]. To scavenge the over-production of ROS, plants have developed complex antioxidant defense systems, including antioxidant enzymes like SOD, CAT, and POD. Physiological analyses in this study indicated that salt tolerant Sha ecotype exhibited higher antioxidant enzyme activities and thus less accumulation of ROS than those of other two ecotypes (Figure 3). EL, as one indicator of cell membrane stability, has been widely used to evaluate the extent of cell injury when subjected to various environmental stresses [26]. As the most salt susceptible ecotype, Ler showed highest EL when compared to that in Sha and Col after salt treatment (Figure 2D), indicating that Ler suffered the most severe cell injury. This result was consistent with highest accumulation of ROS and lowest survival in Ler ecotype (Figure 2B).

To date, transcriptional level changes involved in salt tolerant Sha ecotypes were still largely unknown.Our study differs from prior transcriptome analyses in two important ways that are worth considering. First, two salt susceptible Arabidopsis ecotypes (Ler and Col) besides salt tolerant Sha ecotype were used in this study to narrow down the gene list for characterization of salt stress responsive genes in the Sha ecotype. Second, Agilent-021169 Arabidopsis 4 Oligo Microarray were used because many genes were missed in the widely used Affymetrix ATH1 array (like ABA receptors *PYL10-13*).

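Probes for PYL10 to PYL13 gave little signal in these leaves. PYL12 and PYL13 were well above background on none of the 8 arrays by Feature Extraction's test, and PYL10 on 1 Sha salt array, so they were not tested. PYL11 was well above background on all Sha arrays and on no Ler array, and was at least 2.54-fold higher in Sha without salt and at least 1.65-fold higher with salt, but was not called in either comparison.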

The transcriptome data here revealed that half of salinity affected genes were commonly up-regulated or down-regulated in all three ecotypes (Figure 5C). In a previous report, we also observed that the majority of salt affected genes were in common between Wassilewskija (Ws) and Col ecotypes [41]. These stress inducible genes played either protective (positive) role or damaging (negative) role and led to abiotic stress adaptation in plants. To characterize a single protective or damaging gene is difficult because overexpression of several genes increases plant stress tolerance but inhibits plant growth as well [41], [42].

Pathway enrichment analysis is an effective approach to characterize “gene networks” after treatment. 

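Redox probes, matched by the keywords thioredoxin, glutaredoxin, ascorbate and glutathione in the RefSeq gene names, numbered 120. After salt, 18 were called down-regulated and 3 up-regulated in Ler, and 14 and 11 in Sha. The median log2 changes were 0.03 and 0.04, and the means -0.16 and -0.02, with camera adjusted p of 0.985 and 0.787, while fry called a fall in Ler (adjusted p = 0.0215) and not in Sha (adjusted p = 0.768). The ascorbate peroxidase gene TAPX (AT1G77490) was the largest fall in Ler, -2.52 (SE 0.09, limma adjusted p = 4.4e-06), and changed by -2.08 in Sha (adjusted p = 7e-06). Another, APX2 (AT3G09640), was the largest rise in Sha, 4.32 (SE 0.08, adjusted p = 7.1e-07), and rose by 2.35 in Ler (adjusted p = 3.8e-06).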

We observed that redox related genes encoding thioredoxin, ascorbate and glutathione and glutaredoxins were mainly repressed by salinity (Table S1), in which caused increased ROS levels in tested ecotypes (Figure 3A). In addition, our results indicated that fermentation, photosynthesis, polyamine metabolism, secondary metabolism, hormone metabolism and stress related pathways were over-represented after salinity treatment (Table 1). Many genes involved in light reactions, photorespiration and the Calvin cycle were uniformly down-regulated after salt stress treatments (Table S1). 

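The 50 Calvin cycle probes, of 11 loci, had a median log2 change of -1.22 in Ler (camera adjusted p = 1.4e-08) and -0.53 in Sha (adjusted p = 0.0025), with 31 and 19 called down-regulated and the others not called. The 36 photorespiration probes had medians of -1.42 in Ler (adjusted p = 0.00737, or -1.46 with probes at background left out) and -0.54 in Sha (adjusted p = 0.0358), with 22 and 11 called down-regulated and 2 up-regulated in each. The Sha change in photorespiration was not called without Sha control replicate 1 or without Sha salt replicate 2. Under every scaling tried, the salt medians of both classes were negative. At the brighter of its probes, the light harvesting gene LHCB2.3 (AT3G27690) changed by -3.94 in Ler (SE 0.13, limma adjusted p = 3.8e-06) and by -2.83 in Sha (adjusted p = 9.6e-06). All 9 probes of Rubisco activase, RCA (AT2G39730), had negative log2 changes after salt in both ecotypes, from -2.88 to -1.53 in Ler and from -2.45 to -0.71 in Sha.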

Increase of fermentation related genes (encoding aldehyde dehydrogenase, pyruvate decarboxylase-2, and alcohol dehydrogenase) and inhibition of photosynthesis related genes (encoding PSI and PS II polypeptide subunits, Calvin cycle related proteins) (Table S1) by salt stress might be involved in inhibition of plant growth and development.

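Fermentation probes, matched by the names of alcohol dehydrogenase, pyruvate decarboxylase and aldehyde dehydrogenase, numbered 35. In Ler 13 were up- and 1 down-regulated, and in Sha 15 and 3, with median log2 changes of 0.51 (camera adjusted p = 0.00737) and 0.36 (adjusted p = 0.0358), both above 0 under every scaling tried. The Sha change was not called without Ler salt replicate 2 or with the slide as a block. ADH1 (AT1G77120) rose by 4.47 in Ler (SE 0.10, limma adjusted p = 1.1e-06) and by 4.11 in Sha (adjusted p = 1.2e-06) at the brightest of 3 probes, and all 3 were called. The aldehyde dehydrogenase gene ALDH2B7 (AT1G23800) rose by 3.17 in Ler (SE 0.10, adjusted p = 3.1e-06) and by 1.37 in Sha (adjusted p = 5.3e-05). From the rise of these genes and the fall of photosynthesis genes, the paper proposes a part in the slower growth of plants under salt.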

Further overlap analysis showed that about 30% genes were commonly regulated by both Sha vs. Ler and Sha vs. Col (Figure 5A and B; Figure S4). These results confirmed that extensive transcriptional diversity exists among Arabidopsis ecotypes. Interestingly, expression levels of many transposable element (TE) and microRNA (miRNA) were significantly changed in the comparisons of Sha vs. Ler and Sha vs. Col for up to 1351-fold increases (AT5G27345) and 1629-fold decreases (AT2G13665) (Figure 6B; Table S2). 

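The probe for AT2G13665 was well above background on all Sha arrays and on no Ler array. Its signal was at least 130-fold higher in Sha than in Ler without salt and at least 411-fold higher with salt. After salt it rose by 1.13 on the log2 scale in Sha (limma adjusted p = 0.0091), which normexp background correction left uncalled at 1.11. No probe could be matched to AT5G27345, which has no value here.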

TEs are referred as “controlling elements” in plants [45] and transposon activation in response to abiotic stress has been reported [46], [47]. miRNAs play essential roles in regulating plant stress responses [48]. Therefore, extensive changes of expression of TEs and miRNAs in the comparisons of Sha vs. Ler and Sha vs. Col here indicated that these genes could be involved in salt tolerance of Sha ecotype.

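The heat shock factor gene HSFA2 (AT2G26150) was higher in Sha than in Ler by 1.16 on the log2 scale without salt (SE 0.09, limma adjusted p = 0.0003) and by 1.01 with salt (adjusted p = 0.00041). Neither difference was called with normexp background correction, at 0.41 and 0.90, and that with salt was not called at 0.96 without Ler salt replicate 2 or at 0.92 with scan day as a block. HSFA6B (AT3G22830) was lower in Sha without salt by -2.16 (SE 0.08, adjusted p = 1.8e-05) and rose more after salt, by 6.12 in Sha and 3.16 in Ler, a difference of 2.96 (adjusted p = 0.00025). Over the class of heat shock transcription factors, 1 probe was called higher and 4 lower in Sha without salt, and 3 higher with salt.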

There also were extensive differences in gene expression between Sha and the other two ecotypes for transcription factors (TFs), including heat shock TFs (HSF) and MADS box TFs (Figure 6B). It has been reported that the HSF function as transcriptional activators and directly regulate the expression of various abiotic stress responsive genes [49], [50]. Arabidopsis with overexpression of *AtHSFA2* and transgenic tobacco with sunflower *HSFA9* conferred increased tolerance to severe environmental stresses [50], [51]. Plant MADS-box genes were involved in flowering-time control, reproductive organ development, and vegetative growth [52], [53]. 

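Among MADS box probes, 10 were called higher and 9 lower in Sha than in Ler without salt, and 13 higher and 15 lower with salt. The class medians were -0.25 and -0.06, and -0.03 and -0.05 with probes at background set to their bound, and quantile normalization moved the first to 0.05, and normexp background correction moved them to -0.49 and -0.75. Camera called neither (adjusted p = 0.753 and 0.958), and fry called the class lower in Sha without salt (adjusted p = 0.0382) and not with salt (adjusted p = 0.957). AGL31 (AT5G65050) was lower in Sha at all 4 of its probes, by -1.38 to -6.21 on the log2 scale without salt and by -1.82 to -6.38 with salt. At the probe with the largest difference the value without salt (SE 0.45, limma adjusted p = 0.00019) was not called by the adjusted test of each probe on its own. MAF1 (AT1G77080) was higher in Sha, by 1.27 (SE 0.13, adjusted p = 0.0009) and 1.74 (adjusted p = 0.00021) at its brightest probe, and 3 of its 4 probes were called.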

In this study, MADS-box genes were mainly down-regulated when comparing Sha to other two ecotypes, indicating these genes might also function in stress responses. Moreover, several F-box genes were changed in the comparisons of Sha vs. Ler and Sha vs. Col (Figure 6B). 

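Of the F-box probes, 1 was called higher and 1 lower in Sha without salt, and 2 higher with salt. FBS2 (AT4G21510) was higher in Sha without salt by 1.62 on the log2 scale (SE 0.07, limma adjusted p = 3.6e-05). FBS3 (AT4G05010) was lower by -1.06 (SE 0.12, adjusted p = 0.0012), a value that was not called at -0.99 without Sha control replicate 2 or at -0.90 with scan day as a block. The auxin receptor gene TIR1 (AT3G62980) was higher in Sha by 0.40 in both conditions (SE 0.09, adjusted p = 0.014 and 0.013), below the 2-fold limit.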

In plants, many F-box proteins are targets of microRNAs [54] which showed differential expression between Sha and the other two ecotypes (Figure 6B). One F-box protein, TIR1, is actually an auxin receptor [55], [56]. These changes in the Sha ecotype might contribute to enhanced salt tolerance relative to Col and Ler.

Transcript levels commonly or contrastingly changed by both salt and the Sha ecotype were of particular interest (Table 3). Further studies are needed to understand the detailed functions of genes that are differentially expressed between Sha and the other two ecotypes. In summary, the Sha ecotype exhibited increased salt tolerance when compared to Ler and Col. One possible model related to salt tolerance of Sha is depicted in Figure 7. Genes involved in CHO metabolism, photosynthesis, cell wall, polyamine and fermentation were extensively changed by salinity effect, while TEs and miRNA related genes were mainly related to the Sha ecotype effect. Other pathways including hormone metabolism, secondary metabolism, TCA, transcriptional factors, transport and development were changed by both salinity and Sha ecotype effects (Figure 7). Therefore, the Sha ecotype showed increased tolerance to stress and defense response, while salt treatment induced tolerance to other abiotic stresses like heat, cold, drought and salt (Table 2). 

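Among the 28 stress marker loci, 3 were called lower in unsalted Sha than in unsalted Ler, or 4 when adjusted over the list alone, and the median difference was -0.20 on the log2 scale. These were LTI30 at -1.39 (SE 0.09, limma adjusted p = 0.00012), DI21 at -1.54 (SE 0.12, adjusted p = 0.00024) and COR414-TM1 at -1.02 (SE 0.07, adjusted p = 0.00018), and the last was not called under median scaling or without Ler control replicate 2 at -1.00, or without Sha control replicate 1 at -0.98. In the presence of salt, 2 of the loci were called higher and 1 lower in Sha. The salt response itself was larger in Sha at 4 loci and smaller at 1.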

Our results suggest that the Sha ecotype is possibly preconditioned to abiotic stress when compared to Ler and Col through regulation of signaling pathways and stress responsive gene expression. Further studies about the detailed functions of differentially expressed genes between Sha and other two ecotypes are needed.

**Figure 7:**
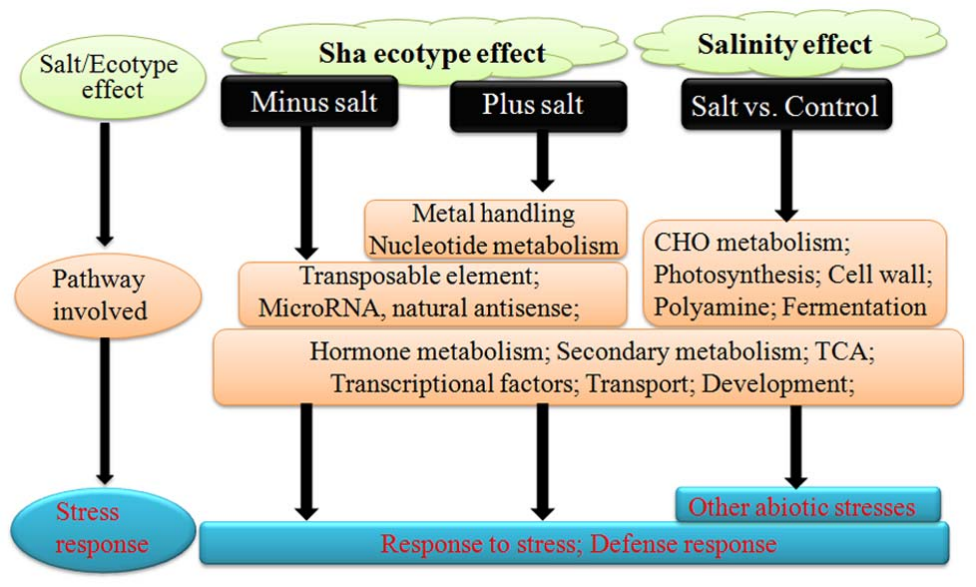
Model of salt effect and ecotype effects.

## Supporting Information

Figure S1 Effect of salt treatment on root growth of Sha, Col and Ler ecotypes.
(TIF) Click here for additional data file.

Figure S2 Expression changes of stress responsive genes by salt effect and Sha ecotype effect.
(TIF) Click here for additional data file.

Figure S3 Cluster analyses of genes involved in ABA signaling transduction pathway.
(TIF) Click here for additional data file.

Figure S4 Cluster analyses of all differentially expressed genes by salt treatment or among ecotypes.
(TIF) Click here for additional data file.

Figure S5 Cluster analyses of specific pathway related genes.
(TIF) Click here for additional data file.

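Table S1 gives, for each probe, the log2 ratios and log10 p-values of salt in each ecotype and of Sha relative to Ler and Col. Only its first 693 probes could be read here, and all were on the array. For the 4 comparisons without Col, the log2 ratio computed from the deposited signals, scaled to the 75th percentile, was within 0.01 of the printed one at all 693. The log10 p-value of an equal-variance test of each probe on its own was within 0.05 of the printed one at 687 for Sha vs. Ler without salt, 690 with salt, 685 for salt in Ler and 690 for salt in Sha.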

Table S1 Total gene lists differentially expressed by salt treatment or among ecotypes.
(XLSX) Click here for additional data file.

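Table S2 holds the probes of transposable elements, microRNA, other non-coding RNA and histone related genes in the layout of Table S1. For all 183 of its probes, the log2 ratio from the deposited signals was within 0.01 of the printed value in each comparison of Ler and Sha, and the log10 p-value of the test of each probe on its own was within 0.05 at 181 to 183.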

Table S2 Transposable element, miroRNA and histone related transcripts differentially expressed by salt treatment or among ecotypes.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

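Gene expression was measured in leaves of Ler and Sha seedlings without salt or after 4 days on 100 mM NaCl, with 2 Agilent one-color arrays for each of the 4 groups and 8 arrays in total. The authors labeled RNA with Cy3, scanned the arrays and processed the images with Agilent Feature Extraction. The deposited values are intensity in arbitrary units, corrected for background and for spatial trends within each array, with small values replaced by a positive value and no scaling between arrays. The deposited table of all samples holds these same signals. The paper's methods give a 2-fold limit with p under 0.01 for further analysis, and with p of at most 0.05 for Table S1. Its legends give p under 0.05, and the paper does not name the test behind its array p-values.

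Of 43603 probes other than controls, 31 were left out because a spot on an array was an outlier by Feature Extraction's tests, and 43572 were kept. No spot was saturated. The 50 probes with 5 spots each were averaged. Signals were log2 transformed, and each array's 75th percentile was subtracted. Probes well above background on both arrays of at least 1 group (34658) were fitted with limma 3.58.1 in R 4.3.3 as 4 groups of 2 arrays, which share 1 estimate of the spread, and eBayes was applied. The fit had 4 residual degrees of freedom and a prior of 1.95. Comparisons were salt in Ler, salt in Sha, Sha vs. Ler without salt, Sha vs. Ler with salt, and the difference between the salt responses. A change was called at a Benjamini-Hochberg adjusted p under 0.05, over all tested probes of the comparison, and more than 2-fold. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. On simulated data with 200 changed probes per comparison, the same code recovered between 80% and 88.5% of them and called between 2 and 6 unchanged probes.

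A locus was assigned through the RefSeq accession that the arrays give for a probe, and 34263 of the kept probes were matched to 25374 loci. Each probe was tested on its own. Where 1 value stands for a gene, it is that of the probe with the highest mean signal. A probe at background on all arrays of 1 group is given as "at least" a fold, taking for the group at background the higher of its own signal and the lowest signal on the array that counts as well above background, and medians were also computed with such probes at their bound and with probes at background in both groups left out. Genes named are those the paper's text names, the largest or smallest members of the lists, and for each comparison and class the called probes with the largest rise and fall among those well above background on all arrays compared whose groups do not overlap. ABA pathway and stress marker lists were written from gene family knowledge, and the keywords of the classes were written from the paper's class names. These lists, the comparisons, their tests and all alternatives but 4 were set before the data were examined. The 4 chosen after seeing the data were the class of non-coding RNA accessions with the classes limited to Table S2, a block for scan day, the test of each probe on its own without a filter, and the probe of a Table 3 locus closest to the printed values.

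Classes were tested with camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives, and adjusted over 95 tests of 19 classes and 5 comparisons. Other alternatives were quantile normalization, median scaling, normexp background correction of the median spot signal with an offset of 50 (the deposited files hold no mean signal), no background filter, a filter for all 8 arrays, a fit of only the 4 arrays compared, an intensity trend with robust moderation, unadjusted p under 0.05 and 0.01, an equal-variance test of each probe on its own, a 2-fold limit with no test, blocks for replicate, slide and scan day, loci in place of probes, and each array left out in turn. The slide was a fixed block for the salt comparisons and, through statmod 1.5.0, a random one for Sha vs. Ler, with a correlation of 0.539 within slides. Camera was run with the fixed block and not with the random one. With 2 arrays per group, no single array could be tested as an outlier within its group. Col arrays, MapMan and gene ontology enrichment, and the gene lists of Figures S2 to S5 were not used here, and 2 loci of Table 3, AT5G27345, PYL10, PYL12 and PYL13 had no tested probe.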

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

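The tests of brightness, of the direction of other probes, of leaving out Ler control replicate 1, of differences over 8-fold, and of probes not well above background on all 8 arrays were chosen only after the result was seen. Each result here was singled out because limma or camera called a difference between the salt responses of Sha and Ler.

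The salt response of 3149 probes differed between the ecotypes, with the larger value in Sha at 1751 and in Ler at 1398. Of these probes, 63% were well above background on all 8 arrays, which argues against signal at background in one group as the cause for the whole set. For the other 37.0%, compared with 21.8% among the salt calls in Ler, signal at background and a different response cannot be told apart, because a level under background only bounds the change. Under normexp background correction 533 probes were called, of which 507 are among the 3149, and 2077 when all 8 arrays had to be well above background. Among a gene's other probes, 49.5% were called in the same direction, compared with 83.4% for salt in Ler and 78.1% for salt in Sha. Of all these other probes, 91.7% had the direction of the called probe, against 50.3% expected from all tested probes, with a median of 1.07 against 1.43, which argues against sequence variants under single probes as the only cause. For the calls that other probes do not share, variants and smaller differences that fall short of the limits cannot be told apart, since for differences of 4 to 8-fold the medians were 1.50 and 2.35. For differences over 8-fold, the other probes of the genes had a median of 3.78 against 3.92 for the called probes, which argues against probe sequence variants for those. Leaving out 1 array gave between 2440 and 3492 probes. A different response of the ecotypes stays open, as do both explanations for the probes they cover.

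Light reaction probes fell less after salt in Sha than in Ler, with a median difference of 0.58 (camera adjusted p = 4.82e-11), and Calvin cycle probes likewise, with 0.78 (adjusted p = 2.07e-06). Fry called both, and camera with an estimated correlation called neither, with an adjusted p of 0.624. The probes of these classes cover only 50 and 11 loci. Camera at the preset correlation treats probes of 1 gene as nearly independent, so its p-values can be too small. Without Ler control replicate 1, the dimmest array, the light reaction median was 0.37 while that of all probes was 0.03, and over all arrays left out in turn it was between 0.37 and 0.71, which argues against that array as the whole cause. Probes of other classes with the same brightness had a median of 0.16 over 1656 probes, compared with 0.61 for 186 photosynthesis probes, and 13.4% of them lay above that value. Quantile normalization, which gives all arrays the same distribution of signals, lowered the light reaction median to 0.08, still called, and the Calvin cycle median to 0.12, no longer called, while median scaling gave 0.60 and normexp 0.62 for light reactions. A brightness-dependent difference between arrays and a smaller response in Sha cannot be told apart, since other probes of that brightness carry part of the difference and the scalings disagree on the rest. A smaller response of photosynthesis genes in Sha stays open and was not tested further.

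Ethylene probes had a lower response in Sha, with a median difference of -0.22 (camera adjusted p = 0.0248). Heat shock transcription factors had a higher one at 0.36 (adjusted p = 0.0225), probes with a non-coding RNA accession at 0.34 (adjusted p = 5.54e-04), and natural antisense and other RNA at 0.42 (adjusted p = 2.63e-03). Fry called all 4 and camera with an estimated correlation none of them. The heat shock factor difference was not called without Ler salt replicate 2, at 0.20. Normexp background correction left the antisense class uncalled at 0.22 and turned the non-coding RNA class to -0.07, which argues against a direction for the latter that holds apart from how background was removed. The antisense class was chosen by the study on these samples, and the non-coding RNA class after seeing the data. The ethylene median was -0.22 under quantile normalization, -0.19 under median scaling and -0.23 with normexp, and that of heat shock factors 0.25, 0.39 and 0.18, all called, so neither call rests on 1 choice of scaling or background correction. No other technical explanation was tested for these classes, and a difference between ecotypes stays open for them.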

How the results depend on the processing

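The scan day block, the test of each probe on its own without a filter and the closest probe of a Table 3 locus were chosen only after the result was seen, and the other alternatives here were planned. Counts were compared by whether they stayed within 1.5 times the reported number. Quantile normalization, median scaling, no background filter, an intensity trend with robust moderation, unadjusted p, a 2-fold limit alone and the slide block kept every count of probes and every list within this range, and so did a fit of only the 4 arrays compared, which gives no difference between salt responses, and the scan day block for Sha vs. Ler, the only counts it was run for. The values of the deposited table gave the same numbers.

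With normexp background correction, salt lowered 2653 probes in Ler, 3427 in Sha and 2020 in both, Sha exceeded Ler at 537 probes without and 627 with salt and was lower at 1322 without salt, 1135 were called the same way in both conditions, the salt response differed at 533, 9633 were called at least once, and 3 ABA receptor loci were lowered in both ecotypes. With signals well above background required on all 8 arrays, Sha was higher at 1011 and lower at 1846 probes without salt, higher at 1222 and lower at 1761 with salt, the same way in both at 1427, and the salt response differed at 2077. Testing each probe on its own with adjusted p gave 801, 1006, 1221 and 1435 in the same order and 932 the same way in both. The cause was not tested for any of these moves. For normexp, the offset of 50 lowers the changes of dim probes by construction. The lowest signal well above background was between 11.03 and 23.45 on the arrays. A dim probe that normexp left uncalled can therefore reflect the offset. Counting 21519 loci in place of probes gave lower numbers by construction, with 2809 raised and 3344 lowered by salt in Ler, 3041 raised in Sha, 2210 raised in both, 1095 higher and 1482 lower in Sha without salt, 1259 higher with salt, 1513 the same way in both, 1886 with a different salt response, and 9364 called at least once. Of 95 class tests, 28 were called by camera, 66 by fry and 0 by camera with an estimated correlation (4 at an unadjusted p under 0.05), whose settings differ by construction in how they treat the correlation between probes.

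Some values changed direction, and the cause was not tested. Under quantile normalization the Calvin cycle median in Sha vs. Ler without salt was 0.019. Under normexp background correction, salt in Ler gave 0.38 for PYL3 (AT1G73000), 0.19 for AT5G21120 and 0.22 for AT3G58865, and Sha vs. Ler with salt gave -0.73 for AT1G73000, -0.39 for the dimmer probe of AT1G26250 and -0.69 for AT4G15290. Normexp moved the median of all tested probes from -0.094 to 0.141 for salt in Ler and from -0.037 to 0.033 for salt in Sha. For Sha vs. Ler it moved the median from -0.045 to -0.145 without and from 0.002 to -0.207 with salt. For the difference between salt responses it moved from 0.033 to -0.089. The median for salt in Sha was also above 0 with no background filter, at 0.095, and under median scaling, at 0.038. Quantile normalization gave 0.024 for Sha vs. Ler without salt and -0.016 for the difference between salt responses. Other medians moved without a change of sign with no background filter, to -0.238 for salt in Ler, -0.161 for Sha vs. Ler without salt and 0.132 for the difference between salt responses. Of the 95 class tests, 95 kept their call, and called ones their direction, under median scaling and the intensity trend, 93 under quantile normalization, 91 with no background filter, 88 with all 8 arrays well above background and 85 under normexp, while medians near 0 of classes that were not called changed sign under several scalings.

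Each array was left out in turn, with the lone array of its group assumed to vary like the other groups. The ranges were 4220 to 4310 raised and 5061 to 5401 lowered probes in Ler, 4853 to 5448 and 5488 to 5625 in Sha, 1762 to 1899 higher and 2247 to 2905 lower in Sha without salt, 2187 to 2327 and 2542 to 2745 with salt, and 23 to 30 class tests. Among the lists, 18 to 19 stress markers and 16 to 17 ABA genes other than receptors were raised in both ecotypes.

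The labels give no plate or batch shared by a replicate number. In the files the replicate 1 arrays of all 4 groups share a scan day, while those of replicate 2 lie on 1 day for Ler and another for Sha. Differences between replicates correlated between groups by 0.058 to 0.47, so the numbers were not taken to pair the samples of all 4 groups. Within an ecotype, arrays with the same number share a slide, with correlations of 0.208 in Ler and 0.47 in Sha, and the slide block covers this. With the replicate block, 9746 and 10851 probes were called for salt in Ler and Sha, and 4994 and 5043 for Sha vs. Ler, and the auxin and fermentation classes in Sha were not called, as with the slide block, which changed no other class call after salt. Signal over background was lowest on Ler control replicate 1, and the levels of spots at background only bound a change.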

Differences from the paper's values

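The closest probe of a Table 3 locus and the test of brightness were chosen only after the result was seen, and the other tests here were planned. All Table 3 values are log2 ratios, and both sets are on one scale. In all, 68 values at 21 loci differ from the printed ones in sign or by more than the SD between replicate arrays. At a limit of 0.02, 73 of 95 values agree for Sha vs. Ler without salt, 74 of 96 with salt, 73 of 96 for salt in Ler and 74 of 96 for salt in Sha.

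For Sha vs. Ler without salt, the log2 ratios here and in the paper were -0.22 and the paper's 2.33 for AT2G02560, 1.46 and the paper's 1.96 for AT5G62080, 0.86 and the paper's 1.30 for AT5G55070 and 0.09 and the paper's -1.19 for AT3G46940. Next were -0.29 and the paper's -1.06 for AT5G44560, -1.11 and the paper's -1.66 for AT3G07070, -1.53 and the paper's -1.89 for AT3G51350 and -0.45 and the paper's -3.05 for AT4G39710. Further pairs were -0.04 and the paper's -1.75 for AT1G51805, -0.42 and the paper's -1.64 for AT3G62030, 0.20 and the paper's 1.92 for AT5G63595 and -1.95 and the paper's -2.30 for AT4G08870. There were also -0.24 and the paper's -2.48 for AT5G42800, -1.92 and the paper's -3.06 for AT3G44670, -1.54 and the paper's -3.06 for AT4G15910 and -1.95 and the paper's -3.56 for AT4G12350. The last were -0.50 and the paper's -1.22 for AT1G51700, 0.17 and the paper's -1.14 for AT1G53160 and 0.68 and the paper's -2.28 for AT4G18210. Of the alternatives set before the data were examined, the mean of all probes of the locus came within the error of the paper's value for AT5G62080, AT5G55070 and AT3G07070 and not for the others, and the values of the deposited table for none.

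For the same comparison in the presence of salt, they were -0.31 and the paper's 2.17 for AT2G02560, 0.98 and the paper's 1.11 for AT5G62080, 0.33 and the paper's 1.42 for AT5G55070 and -1.09 and the paper's -2.13 for AT3G46940. Next were -1.05 and the paper's -1.84 for AT5G44560, -1.79 and the paper's -3.23 for AT3G07070, -2.18 and the paper's -2.53 for AT3G51350 and 0.11 and the paper's -3.15 for AT4G39710. Further pairs were 0.29 and the paper's -1.13 for AT1G51805, 0.10 and the paper's -1.14 for AT3G62030, 2.46 and the paper's 1.02 for AT1G26250 and -0.48 and the paper's 1.43 for AT5G63595. There were also -1.85 and the paper's -2.44 for AT4G08870, 0.04 and the paper's -2.09 for AT5G42800, -2.29 and the paper's -1.46 for AT3G44670 and -0.49 and the paper's -1.79 for AT4G15910. The last were -2.45 and the paper's -3.41 for AT4G12350, -0.41 and the paper's -1.21 for AT1G51700, -0.82 and the paper's -2.32 for AT1G53160 and 1.18 and the paper's -2.63 for AT4G18210. Of the alternatives set before the data were examined, neither the mean of all probes of the locus nor the values of the deposited table came within the error of the paper's value.

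For the salt effect in Ler, they were -0.33 and the paper's 1.37 for AT2G02560, 4.43 and the paper's 4.79 for AT2G46880, 0.87 and the paper's 1.57 for AT5G55070 and -0.57 and the paper's -0.33 for AT5G44560. Next were -2.75 and the paper's -2.24 for AT3G07070, -3.30 and the paper's -3.16 for AT3G51350, -1.18 and the paper's -1.25 for AT3G62030 and -5.11 and the paper's -3.10 for AT1G26250. Further pairs were -0.36 and the paper's -1.55 for AT5G63595, 1.95 and the paper's 2.12 for AT4G08870, 0.05 and the paper's 0.61 for AT3G44670 and 2.45 and the paper's 2.27 for AT4G15910. The last were 2.21 and the paper's 2.38 for AT4G12350, 1.84 and the paper's 5.27 for AT1G53160 and -0.18 and the paper's 1.39 for AT4G18210. Of the alternatives set before the data were examined, the mean of all probes of the locus came within the error of the paper's value for AT3G51350, AT3G62030, AT5G63595, AT4G08870 and AT4G12350 and not for the others, and the values of the deposited table for none.

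For the salt effect in Sha, they were -0.43 and the paper's 1.21 for AT2G02560, 1.96 and the paper's 1.46 for AT5G62080, 0.34 and the paper's 1.69 for AT5G55070 and -2.39 and the paper's -2.09 for AT3G46940. Next were -1.32 and the paper's -1.12 for AT5G44560, -3.96 and the paper's -3.79 for AT3G51350, -3.33 and the paper's -4.16 for AT4G39710 and -1.93 and the paper's -1.62 for AT1G51805. Further pairs were -4.24 and the paper's -3.78 for AT1G26250, -1.04 and the paper's -2.04 for AT5G63595, -0.32 and the paper's 2.22 for AT3G44670 and 1.71 and the paper's 2.53 for AT4G12350. The last were 0.85 and the paper's 4.09 for AT1G53160 and 0.32 and the paper's 1.05 for AT4G18210. Of the alternatives set before the data were examined, the mean of all probes of the locus came within the error of the paper's value for AT5G62080, AT5G44560, AT3G51350 and AT1G51805 and not for the others, and the values of the deposited table for none.

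The probe of the locus closest to the 4 printed values, which was chosen after seeing the values, came within the error of the paper's value for 66 of the 68, and not for Sha vs. Ler without and with salt at AT5G42800.

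The paper's text gives more differences between Sha and Ler in the absence than in the presence of salt. The regions of its Figure 5A and B sum to 4353 without and 4867 with salt, the other way round. Here there were 4714 without and 4987 with salt, and more with salt under every alternative but a 2-fold limit with no test, which gave 5373 and 5342. The paper's text counts AT2G13665 among decreases in Sha. Here it was at least 130-fold higher in Sha than in Ler without salt and at least 411-fold higher with salt, and the paper's Table S2 values, 8.97 and 10.67, have the same sign. The classes set beside the text below are not the paper's own gene lists and can differ from them, most being matched by gene name. The text states that MADS box genes were mostly lower in Sha than in both other ecotypes, of which only Ler was compared here. Here 10 probes were called higher and 9 lower without salt, and 13 higher and 15 lower with salt, and the class median without salt was -0.25, or 0.05 under quantile normalization and -0.49 with normexp, and fry, but not camera, called the class lower without salt. The text counts F-box genes among those widely changed between ecotypes. Here 5.3% of 38 probes matched by gene name were called in Sha vs. Ler in each condition, against 13.6% and 14.4% of all probes. This class leaves out F-box genes without such a name, among them AT3G10510 (2.89 and 2.19) and AT3G44120 (-1.73 and -1.15) of Table 3, which were called without and with salt. The text has microRNA and antisense transcripts changing mainly between ecotypes and little after salt. Here 70.0% of microRNA probes were called after salt in each ecotype and 30.0% and 40.0% in Sha vs. Ler, and antisense and other RNA probes 61.8% and 72.7% after salt and 49.1% and 52.7% in Sha vs. Ler. These 10 and 55 probes were chosen by the study on these samples, so their shares are not independent evidence. More of all tested probes were also called after salt, 27.7% in Ler and 31.0% in Sha. The larger shares after salt are therefore not particular to these classes, and Sha vs. Col was not compared. Secondary metabolism and biotic stress genes are described as lowered by salt. The classes matched by name here held 71 and 27 loci. Here 31 secondary metabolism probes were raised and 19 lowered in Ler and 30 and 24 in Sha, and 6 biotic stress probes went each way in Ler and 7 in Sha. Camera called neither class after salt, while fry called biotic stress lowered, as in the text, and secondary metabolism raised, in both ecotypes. Transport genes are described as raised by salt. Here 76 probes were raised and 86 lowered in Ler, and 86 and 88 in Sha, and fry, but not camera, called the class lowered in Ler and raised in Sha. The text beside Figure 6A reports no change between Sha and the other ecotypes for photosynthesis and secondary metabolism, while Table 1 lists secondary metabolism as enriched by the ecotype effect too. Here camera called light reactions and secondary metabolism lower in Sha without salt, with medians of -0.60 and -0.26, and secondary metabolism also with salt, at -0.23. The light reaction median was -0.13 under quantile normalization, and other probes of the brightness of photosynthesis probes had -0.20. Light reactions were not called with salt, at -0.08. For biotic stress the paper gives both readings. The text beside Figure 6A reports no change between ecotypes, while the abstract counts these genes among those changed between them. Table 1 also lists stress as enriched by the ecotype effect. Here the biotic stress class was called lower in Sha in both conditions by fry and in neither by camera. The Calvin cycle class was lower in Sha without salt, at -0.58 (adjusted p = 0.00729, or 0.019 under quantile normalization), and higher with salt, at 0.22 (adjusted p = 0.0225). The median with salt depended on single arrays, at 0.167 without Ler salt replicate 2 and 0.062 without Sha salt replicate 1. Neither Calvin cycle difference was called by fry, and camera with an estimated correlation called no class. AT3G02515 is described as raised by salt. Here it was called in Sha at 2.20 and not in Ler at 0.44, a value that Table 3 prints too, and no alternative called it in Ler.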

Other observations

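The test of exchanged counts, prompted by the numbers in the paper's figures, and that of the direction of other probes were chosen only after the result was seen, and the other tests here were planned.

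When 1 probe of a gene was called in Sha vs. Ler without salt, 41.3% of the gene's other probes were called the same way, and 56.4% with salt. After salt the shares were 83.4% in Ler and 78.1% in Sha. On simulated data, where each changed probe moved 8-fold, the share was 97.4% when all probes of a gene changed and 0 when 1 did. That share is no benchmark for changes near the 2-fold limit, where other probes of a gene can fall short of it. The called probes had medians of 1.48 on the log2 scale for Sha vs. Ler without salt and 1.56 for salt in Ler. Their genes' other probes had 0.78 and 1.52 in the same direction. Of the probes that differed over 32-fold between unsalted Sha and Ler, 418 in number, 67.9% were at background on all arrays of the dim side, compared with 48.9% for salt in Ler and 39.2% for salt in Sha. The 188 other probes of 104 such genes had a median of 2.23 in the same direction, against 6.79 for the probes themselves, while after salt the medians were 5.21 and 5.58 in Ler and 5.68 and 5.81 in Sha. RPP5 (AT4G16950) is an example from the genes named by rule, with 1 probe higher in Sha by 4.54 and another lower by -8.51 on the log2 scale. These values argue against a change of the whole transcript for every such call. Without salt 81.5% of the other probes had the direction of the called probe, against 50.8% expected from all tested probes, which argues against sequence variants under single probes as the only cause. For a part of the calls the values are consistent with probe sequence variants, since the Sha genome may differ from the sequence the probes were designed on, but no Sha sequence was used here, so that splicing and other differences within a transcript stay open.

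Genes measured in 1 ecotype only numbered 268, with 93 in Ler and 175 in Sha. Of these, 35 lay next to another gene measured in the same ecotype only, which is 13.1%, against 3.6 genes or 1.4% on average and 18 at most in 10000 random orders (permutation test, one-sided p = 0.0001, the smallest these orders can give). There were 17 runs of such neighbors, and the longest held 3 genes measured in Sha only, AT3G61010, AT3G61028 and AT3G61030, which were chosen after their values were seen. The excess argues against positions independent of each other, and deleted or diverged stretches of the genome may explain it. Shared regulation of neighboring genes and similar sequences of duplicated neighbors stay open, as no genome sequence of Sha was used here.

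If salt-raised genes were already higher in Sha without salt, probes raised by salt in Ler would be higher in unsalted Sha than other probes. With the salt response taken from 1 replicate and the ecotype difference from the other, so that no array was shared, the median of raised probes minus that of other probes was -0.07 and -0.12, with a mean of -0.1. For probes lowered by salt it was -0.11 and -0.09. Across probes, which are not independent replicates, the responses correlated with the ecotype difference by 0.015 and 0.017. Of the raised probes 45.5% and 41.9% were higher in Sha, against 48.4% and 48.2% of the other probes. The predicted higher level of the raised probes as a set was not seen in either split. What the small downward shift means stays open, because lowered probes shifted alike. Single genes stay open too, since the probes go both ways.

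Before the counts were made, a smaller number of Sha vs. Ler calls with salt was considered, with unequal replicate spread as an explanation. The spread of the salt groups was 0.98 times that of the control groups, 0.252 and 0.257, which argues against it, and more probes, not fewer, were called with salt. The test of each probe on its own with no filter called 4866 probes for Sha vs. Ler with salt and 4351 without. The paper's text gives 4353 for Sha vs. Ler without salt, 3536 with salt, and 4867 for Sha vs. Col without salt. A candidate explanation is that labels of 2 comparisons were exchanged in the paper's counts, 4867 being Sha vs. Ler with salt. The regions printed in the paper's Figure 5A and B sum to 4867 for Sha vs. Ler with salt and to 3536 for Sha vs. Col without salt, the same reading. The Sha vs. Col counts were not made, as the Col arrays were not used here.

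RAS1 and HKT1, which the paper's introduction names, were measured as well. RAS1 rose at least 23.5-fold after salt in Sha, was well above background on no Ler array, and was at least 11.5-fold higher in Sha than in Ler with salt. Neither was called with normexp background correction, at 2.09 and 0.54 on the log2 scale, and the rise in Sha was not called by the adjusted test of each probe on its own. The probes of HKT1 fell after salt, at least 10.4-fold and 14.0-fold in Ler and at least 8.56-fold and 10.6-fold in Sha, and none was called with normexp, at -0.65, -0.71, -1.46 and -1.51.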
